# Elevated CO_2_ delays the early development of scleractinian coral *Acropora gemmifera*

**DOI:** 10.1038/s41598-018-21267-3

**Published:** 2018-02-12

**Authors:** Xiangcheng Yuan, Tao Yuan, Hui Huang, Lei Jiang, Weihua Zhou, Sheng Liu

## Abstract

The effects of elevated CO_2_ on the early life stages of coral were investigated by culturing the pelagic larvae and new recruits of *Acropora gemmifera* at three concentrations of CO_2_ (corresponding to pH = 8.1, 7.8 and 7.5, respectively). Acidified seawater resulted in fewer *A*. *gemmifera* larvae settling, and led to the production of smaller new recruits by slowing the development of the skeleton. The delayed development of new recruits due to elevated CO_2_ was consistent with the downregulation of calcification related genes. Several genes related to HCO_3_^−^ and Ca^2+^ transporters were downregulated by elevated CO_2_, with solute carriers (SLC) (membrane transport proteins) possibly playing an important role. The downregulation of these membrane transport proteins might suppress the transport of calcium, bicarbonate and organic matter, resulting in the delayed development of *A*. *gemmifera*.

## Introduction

Coral calcification is believed to be largely controlled by the degree of aragonite saturation (Ω_A_), and is significantly decreased by elevated atmospheric partial pressure CO_2_ (*p*CO_2_)^1–3^ The early life stages of many marine organisms seem to be particularly vulnerable to acidified seawater. Consequently, there is an increasing concern about the potential impacts of increasing *p*CO_2_ on corals during their early life stages^4^.

There are both pelagic and benthic phases in the coral life-cycle^5^. The planktonic larvae of stony corals are non-calcifying until they settle, with a previous study documenting their morphological changes^6^ (Fig. 1). After coral larvae settle, new recruits develop a calcifying base, and form a synapticular ring and septa to establish the structure of the coral skeleton. The skeletal morphology changes rapidly during the early life stage, suggesting that the expression of calcification related genes also changes^7^. Coral growth and calcification are closely related to various protein transporters of Ca^2+^, H^+^ and HCO_3_^− ^^8–11^, as well as coral skeleton organic matrix proteins (SOMPs)^7,12,13^. There has been detailed information on the settlement and metamorphosis of early life stages of coral^14,15^. In addition, previous studies reported that high CO_2_ affected the early life stage of coral, by delaying calcification and settlement^16–20^, modulating metabolism^21,22^, changing skeleton morphology^19,23^, and reducing survival and algal infection rates^24^. Also, some studies showed that elevated CO_2_ exhibited no significant effects on coral survival and corallite area^14,25^.

**Figure 1:**
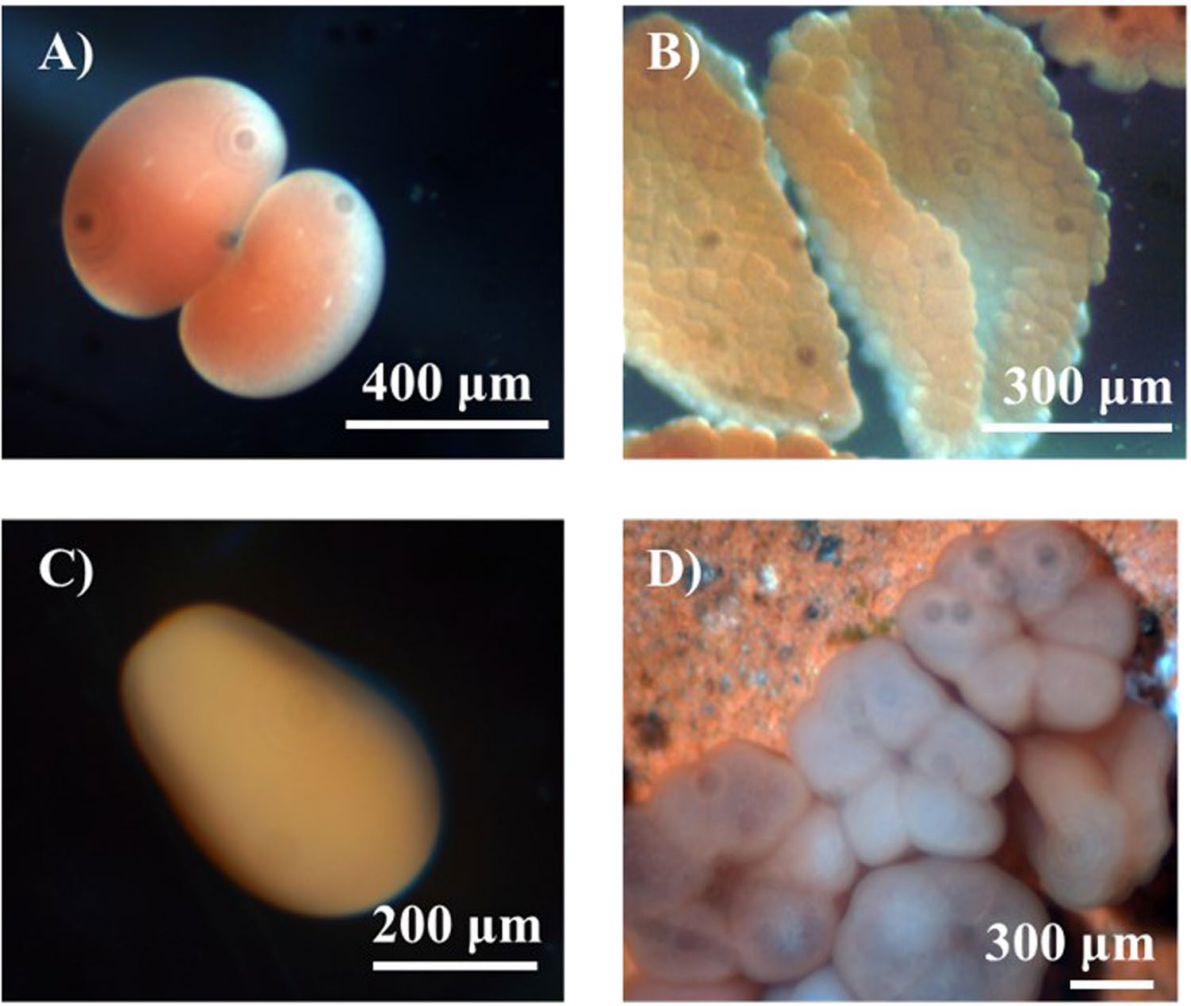
Embryonic development and larval development of coral *A*. *gemmifera* (From zoom stereo microscope). (**A**) 2 cleavage (2 hr), (**B**) larvae (prawn chip, 6 hr), (**C**) rodlike planula (47 hr), (**D**) settled new recruits (5 d).

Gene expression has been analysed to understand the post-settlement success and skeleton formation of coral during the entire period of early development^26,27^. Moya, *et al*.^28^ used the Illumina RNAseq approach to study how acute exposure to elevated CO_2_ affected the gene expression of the early life of *Acropora millepora*. The authors reported that the expression of most ion transport proteins was not affected by elevated CO_2_, while many membrane-associated or carbonic anhydrases were downregulated. Although corals lacked a strong response to elevated *p*CO_2_ in the study of Rocker, *et al*.^29^, new recruits might have the capacity to acclimate rapidly to elevated pCO_2_ by upregulating specific heat shock proteins (HSPs) and a suite of anti-apoptotic proteins (e.g. Bcl-2 family members)^30^. Kaniewska, *et al*.^31^ also demonstrated the upregulation of membrane transporters under high CO_2_ concentrations, as well as the regulation of genes involved in the cytoskeletal interactions and cytoskeletal remodelling of membranes. The expression of heat shock proteins, carbonic anhydrase, and rubisco protein has also been studied in coral larvae^32–34^, supporting the assumption that elevated temperature and CO_2_ are impacting coral development.

Previous studies primarily used *A. millepora* as a model species in the analysis of gene expression. However, studies of other species might provide a more complete understanding of how coral communities respond to high CO_2_ concentrations. The rapidly growing branching coral, *A. gemmifera*, is widely distributed, and is an ecologically important genus in the South China Sea. In the current study, the pelagic larvae and new recruits of *A. gemmifera* were exposed to three *p*CO_2_ concentrations to investigate the transcriptome of the coral during the early life stages, with a focus on the adhesion and structural proteins involved in calcification. In previous studies, sequencing reads were usually mapped onto a transcriptome assembly of an *A. millepora*. The present study conducts a transcriptome analysis using *de novo* RNA-seq and gene expression analysis to gain deep insight into the responses of calcification related genes to climate changes.

## Results

### Settlement, survivorship, and morphological change

The settling proportion was lower in low pH treatments (p < 0.05), whereas survivorship exhibited no significant difference between the treatments (p > 0.05) (Fig. 2). Tank effects were not significant (p > 0.05). The first synapticular ring and primary septa in new coral recruits were detected after approximately 3 days after settlement. Three synapticular rings with secondary septa and theca were observed after 5 days (Fig. 3A–C). For treatments in which pH was 7.8 and 7.5, the ratios of new recruits with three synapticular rings were always lower than those in the control (Fig. 3D). All settled new recruits had more than three synapticular rings after 17 days at pH 8.1, with skeletal development being visibly suppressed at lower pH (Fig. 3D).

**Figure 2:**
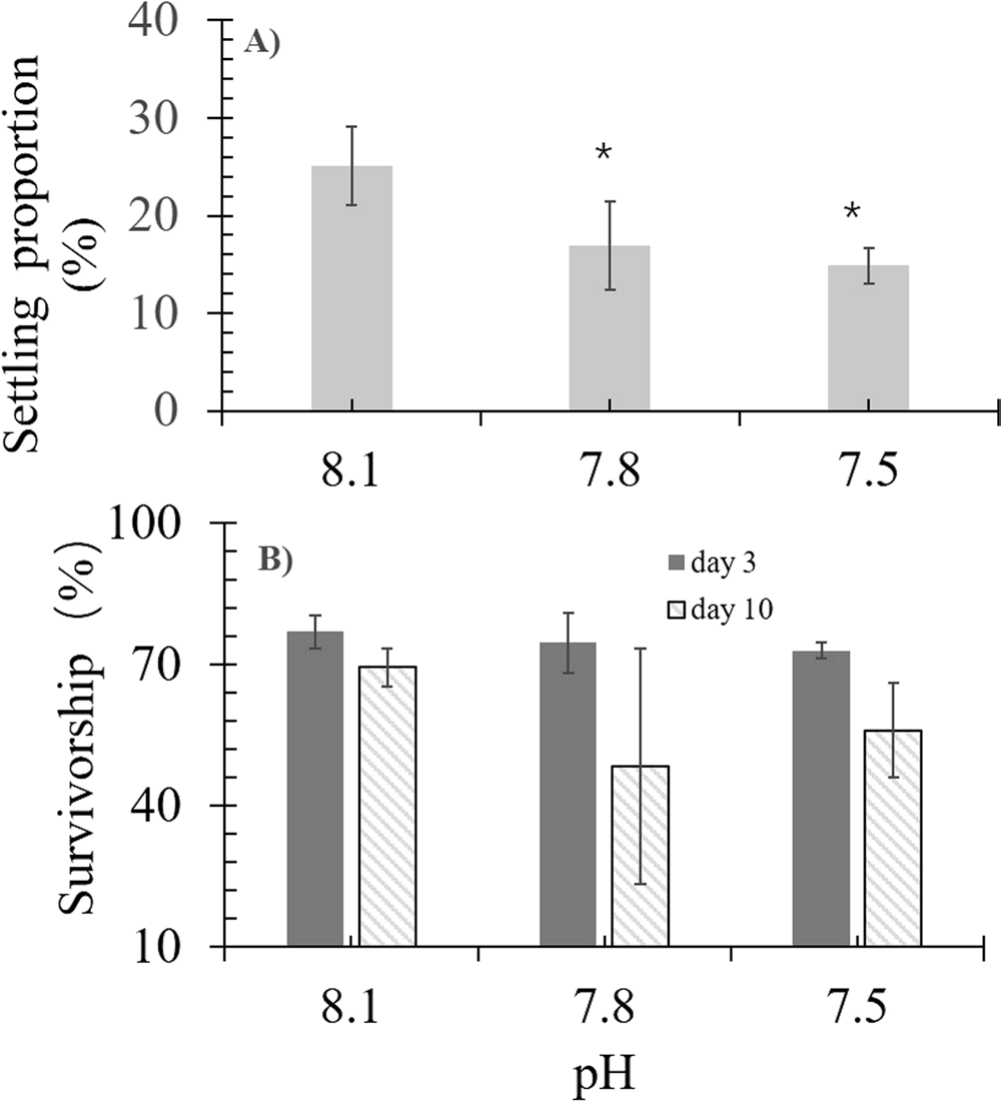
(**A**) The larval settlement ratios; and (**B**) survivorship of new recruits after 3-day and 10-day settlement at different pH values. *Denotes significant difference (p < 0.05), compared to the control (pH = 8.1).

**Figure 3:**
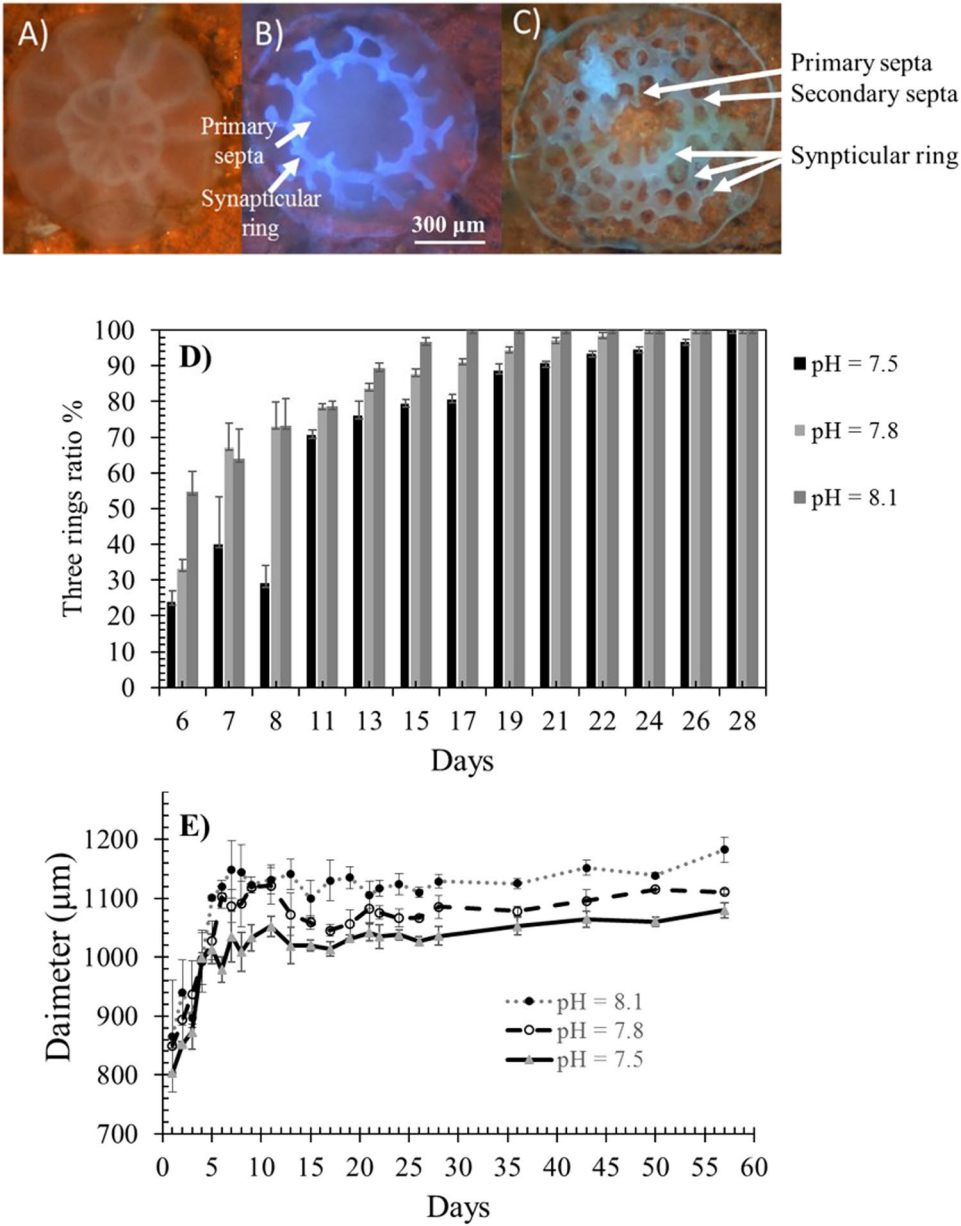
Progressive morphological changes in *A. gemmifera*: (**A**) first day settlement; (**B**) formation of first synapticular ring and primary septa on the 2–7th days; (**C**) three synapticular rings with secondary septa and theca after 5 days; (**D**) the ratios of new recruits showing three synapticular rings; and (**E**) average diameter measurement of *A. gemmifera* (n = 3) at pH = 8.1, 7.8 and 7.5 respectively).

From 5 days after settlement, the diameter of the new recruits remained significantly smaller in the treatment with lower pH than the control (p < 0.05) (Fig. 3E). In addition, crystals were granule-like at pH 8.1, whereas crystals became increasingly distorted and needle-like in treatments with lower pH (Fig. 4A–F).

**Figure 4:**
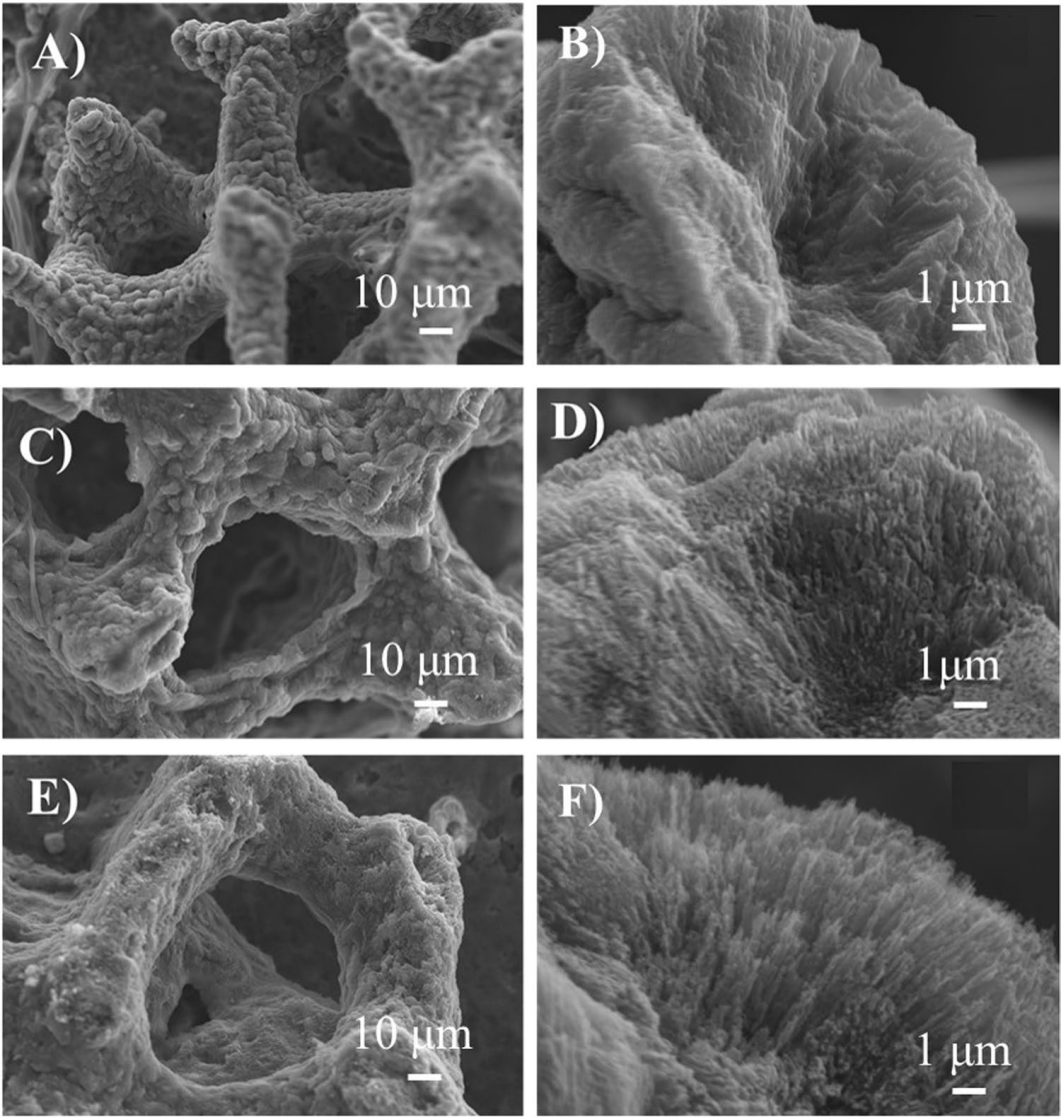
The skeletal structure on the 40th day after settlement (**A**) and (**B**) at pH = 8.1; (**C**) and (**D**) at pH = 7.8; and (**E**) and (**F**) pH = 7.5 by scanning electron microscopy imaging. In (**A**), (**C**) and (**E**) scale bar represents 10 µm, in (**B**), (**D**) and (**F**) scale represents 1 µm.

### Differentially expressed genes

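RNA of A. gemmifera new recruits was sequenced on an Illumina platform from 18 samples, with 6 libraries each from the control, an intermediate CO2 and the high CO2 treatment. The paper gives the control a pH of 8.1 and a pCO2 of 389 µatm, the intermediate treatment a pH of 7.8 and 700 µatm, and the high CO2 treatment a pH of 7.5 and 1214 µatm. The sample labels give 380, 750 and 1000 ppm. The paper sampled new recruits 3 and 40 days after settlement and compared the treatments within each day. It took 1 sample per tank on each day, so libraries of both days can come from the same tank. Tanks were not matched to libraries, and the tests here treat libraries as independent, which can overstate the replication. In the paper's design the tanks were filled from 3 larger ones, whose effect may not be separable from that of CO2. The day of each library is not given in the sources used here. Taken in label order, the control libraries rank by uniquely mapped reads as C1-1 to C2-3 of the paper's Table S1 rank by mapped reads. The fewest are in control library 4 and in C2-1 (5234034). Under high CO2 the ranks are alike except that H2-1 and H2-3 are exchanged. A match by label order and read number does not state the day, and it was not used to group libraries. The libraries were therefore grouped by treatment only, with the ages mixed, and no comparison between days was made. In 1 high CO2 library the number in the label (8) differs from the number in the deposited table (6), and it was used as a high CO2 replicate without a number. The authors removed adapters and low-quality reads, assembled the clean reads de novo into unigenes with Trinity and mapped the reads of each library back to the unigenes. The mapping program is not given in the sources used here. They deposited, for 34284 unigenes, the count of uniquely mapped reads and the RPKM, the count divided by the unigene's length in kilobases and by the library's uniquely mapped reads in M (megareads). For the high CO2 library without a number, RPKM was computed from its counts. Uniquely mapped reads per library were 4.30 to 6.64 M in the control (median 5.83 M), 5.78 to 6.79 M in the intermediate treatment (median 6.01 M) and 5.91 to 6.89 M in the high CO2 treatment (median 6.16 M). The paper's Table S1 gives another depth, 11658887 to 12493366 total reads per library over 12 control and high CO2 libraries, of which 42.76% to 65.49% were mapped. All values here use the uniquely mapped reads.

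From the counts, the high CO2 and control libraries were compared with edgeR's quasi-likelihood test after scaling by TMM factors computed on these libraries alone. Computed over all 18 libraries without a filter, TMM factors ranged from 0.946 to 1.20 in the control and from 0.773 to 1.09 under high CO2. A filter on low counts kept 20961 unigenes. A unigene was called differentially expressed at a Benjamini-Hochberg adjusted p below 0.005 with a log2 fold change beyond 1 in either direction, the threshold of the paper's methods. Fold changes are high CO2 relative to control. For single unigenes, an exact permutation test (two-sided) also compared the mean log2(RPKM + 0.5) of the 6 high CO2 and 6 control libraries, for which the 924 possible assignments allow no p below 0.0022. The scale of the values matters for directions. The median log2 difference of all unigenes between high CO2 and control was -0.18 on the deposited RPKM scale and -0.0077 after TMM scaling. Medians of gene lists given with fry are on the deposited RPKM scale and are read against -0.18, while those given for edgeR are after TMM scaling and are read against -0.0077. RPKM means, comparisons of single libraries by RPKM and permutation tests of single unigenes are also on the deposited scale, where the shift favours falls.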

A total of 12,367,906 reads were obtained from the *A. gemmifera* new coral recruits, with ~60% of reads being mapped to the total *de novo* unigene assembly (Table S1). As new recruits developed, only ~6% of transcripts were differentially expressed between C1 (3 days after settlement) and C2 (40 days after settlement) (Fig. 5). In addition, ~3% transcripts were differentially expressed in both acute (3 days) and prolonged treatments (40 days) with elevated CO_2_ (Fig. 5).

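With both ages in each group, edgeR's quasi-likelihood test called 1 of 20961 unigenes (0.00477%) differentially expressed between the high CO2 treatment and the control. At an adjusted p below 0.05 without a limit on the fold change, 1088 unigenes differed, 604 higher and 484 lower under high CO2. With single libraries left out this number ranged from 106 to 2370. An unadjusted p below 0.05 was reached by 5306 unigenes. The called unigene, CL2929.Contig2_Ag, is 217 bases long and carries no annotation. Its reads numbered 3.17 ± 3.31 (SD, n = 6 libraries) in the control and 57.2 ± 12.6 (SD, n = 6) under high CO2, a log2 fold change of 4.17 (standard error 0.46, edgeR adjusted p = 0.00481). Every high CO2 library had more of these reads than every control library (exact permutation test, two-sided, p = 0.0022). With each library left out in turn, its log2 fold change stayed between 3.91 and 4.77 and its adjusted p between 0.0015 and 0.0238. No unigene was called without any of control libraries 1, 2, 3 and 4, high CO2 libraries 1, 2 and 3 or the high CO2 library without a number, while 4 were called without control library 5 and 2 without high CO2 library 4. The authors' mapping could have divided reads between this contig and the other contig of its cluster, CL2929.Contig1_Ag, whose log2 fold change was 0.54 (standard error 0.18, adjusted p = 0.0819). Among the alternative fits, the number of called unigenes moved most with the first principal component as a covariate, to 211 (106 higher and 105 lower). DESeq2 called 188 (99 higher and 89 lower), all of them among the 1088. The balance of directions depended on the scaling. With TMM, 55.5% of the unigenes at an adjusted p below 0.05 were higher and 44.5% lower, while limma on the deposited RPKM scale gave 27.0% higher and 73.0% lower.

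**Figure D1:**
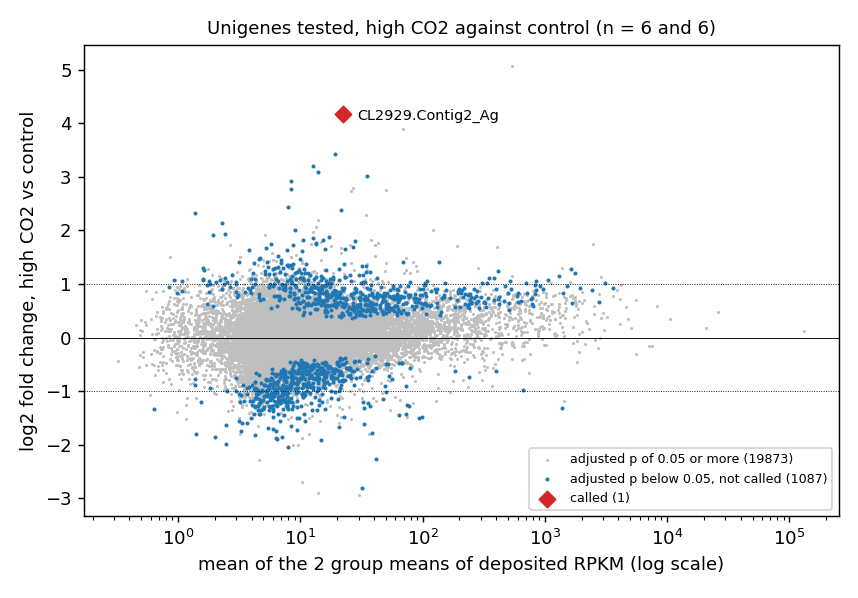
Log2 fold change of high CO2 relative to control (vertical axis) against the mean of both groups' mean RPKM (horizontal axis, log scale) for the 20961 unigenes tested, with 6 libraries per group. Blue points have an adjusted p below 0.05, dotted lines mark a log2 fold change of 1 in either direction, and the red diamond is CL2929.Contig2_Ag, the unigene that was called, at 4.17.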

**Figure 5:**
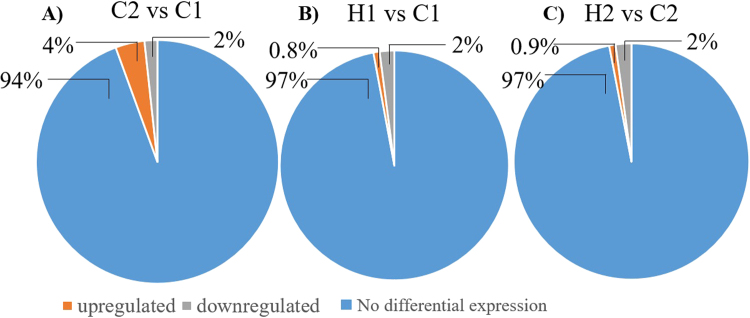
The percentage of differentially expressed genes. (**A**) Control after 40 days vs 3 days (C2 vs C1), (**B**) high CO_2_ treatment after 3 days vs control after 3 days (H1 vs C1), (**C**) high CO_2_ treatment after 40 days vs control after 40 days (H2 vs C2).

Significant mortality of new recruits was observed in the treatments with elevated CO_2_ (Fig. 2B). Some apoptosis related genes were downregulated (Table 1) in response to elevated CO_2_, including apoptosis regulator BCL-2, caspase-3 and caspase-8. Some of these apoptosis-related genes are responsible for the negative regulation of apoptotic processes, while others might positively regulate apoptotic processes (Table 1).

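The 4 entries of Table 1 were matched to unigenes by the annotation text that the authors deposited, and where several unigenes carried the annotation, the unigene with the highest mean RPKM was taken. Table 1 gives entries of another sequence database, so it is not settled that these are the unigenes of Table 1. The apoptosis regulator BCL-2 (Unigene12486_Ag, 1849 bases) had 459 ± 197 RPKM (SD, n = 6 libraries) in the control and 387 ± 156 (SD, n = 6) under high CO2. Its log2 fold change was -0.11 (standard error 0.24, edgeR adjusted p = 0.818), smaller than the spread between libraries (exact permutation test, two-sided, p = 0.481). Part of that spread lay between library numbers, with 283 to 330 RPKM in control libraries 1 to 3 and 426 to 774 in 4 to 6. The sign was not stable, with 0.099 when control library 6 was left out and 0.082 when the replicate number was used as a block. These are not separate checks, because the block fit also leaves out control library 6. It keeps only numbers found in both groups, and so also omits the high CO2 library without a number. This holds wherever edgeR with the block is given for high CO2 against control. Caspase-3 (Unigene2207_Ag) had 25.5 ± 2.66 RPKM (SD, n = 6) in the control and 26.9 ± 1.66 (SD, n = 6) under high CO2, a log2 fold change of 0.23 (standard error 0.14, adjusted p = 0.333). Caspase-8 (Unigene12778_Ag) had 26.6 ± 3.09 RPKM (SD, n = 6) in the control and 23.4 ± 2.69 (SD, n = 6) under high CO2. The log2 fold change of caspase-8 was -0.023 (standard error 0.14, adjusted p = 0.939) and ranged from -0.13 to 0.023 when single libraries were left out. Of the 10 unigenes annotated as caspase 8, 8 were tested, with log2 fold changes from -0.25 to 0.66 and no adjusted p under 0.12. BAG3 (Unigene7115_Ag), an interaction partner of BCL-2, had a log2 fold change of 0.17 (standard error 0.63, adjusted p = 0.898). Its control values were 6.09 to 18.1 RPKM in 5 libraries and 71.8 in control library 6. Its sign changed to -0.070 with limma on the RPKM scale, where the median of all unigenes was -0.18. Another BAG3 unigene, CL4678.Contig1_Ag, was at 0.70 (standard error 0.29, adjusted p = 0.148). None of the 4 entries reached an unadjusted p below 0.05 in edgeR's test, and DESeq2 called none of them. The median log2 fold change of the list was -0.13 on the deposited RPKM scale (fry, adjusted p = 0.582 over 8 lists). It was 0.052 after each library was scaled to the same median (fry, adjusted p = 0.704), and the edgeR median was 0.074.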

**Table 1:** Differential expressions of apoptosis-related genes between the control in 40 days vs. control in 3 days after settlement (C2 vs. C1), the acidified treatment in 3 days vs. control in 3 days after settlement (H1 vs. C1), and acidified treatment in 40 days vs. control in 40 days after settlement (H2 vs. C2). All data were filtered with p < 0.0001 and FDR <0.0001.

Accession	Definition	Nr-Evalue	C2 vs C1	H1 vs C1	H2 vs C2
XM_015899700.1	apoptosis regulator BCL-2; negative regulation of apoptotic process	0	−2.18	−2.64	−5.83
XM_015900639.1	BCL2-associated athanogene 3; negative regulation of apoptotic process	2.00E-127	1.57	—	−2.51
XM_015919947.1	caspase-3-like; apoptotic signaling pathway	1.00E-72	—	−1.32	—
XM_015905634.1	caspase 8; positive regulation of apoptotic process	0	−1.38	−3.42	−2.51

A series of genes related to the HCO_3_^−^ and Ca^2+^ transporters were downregulated in response to elevated CO_2_ (Table 2). 

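Of the 10 entries of Table 2, 9 had a unigene with enough reads for edgeR's test and 1, SLC4 member 2, did not. The log2 fold changes of these 9 unigenes under high CO2 ranged from -0.74 to 0.078, with 7 lower and 2 higher than in the control. No entry had an adjusted p below 0.05 with edgeR, 3 had an unadjusted p below 0.05, and at the paper's threshold DESeq2 called none of them. Adjusted over the list alone, 1 entry (lower) passed 0.05. The paper chose the list on these libraries, so neither this nor the tests of the set below are independent evidence. The largest fall was that of SLC9 member 3, a sodium/hydrogen exchanger (Unigene7796_Ag), from 8.65 ± 3.17 RPKM (SD, n = 6 libraries) to 4.71 ± 1.98 (SD, n = 6). Its log2 fold change was -0.74 (standard error 0.22, adjusted p = 0.0637) and all 6 high CO2 libraries were below the control mean (exact permutation test, two-sided, p = 0.0173). The adjusted p of this unigene was 0.0316 with the replicate number as a block and 0.0242 with DESeq2, within a range of 0.00379 to 0.126 over all fits. The other tested unigene with this KEGG entry, Unigene22101_Ag (mean of 16.8 reads), had a log2 fold change of -1.03 (standard error 0.30, adjusted p = 0.0576). For Unigene7796_Ag the highest control value, 14.7 RPKM in control library 4, lay apart from the other 5 (6.37 to 9.34 RPKM). As a set on the deposited RPKM scale, the 10 entries had a median log2 fold change of -0.42, with 10 of 10 below 0 (fry, adjusted p = 0.0255 over 8 lists; exact permutation test of the median, two-sided, p = 0.0411). After each library was scaled to the same median, the set's median was -0.24 with 9 of 10 below 0 (fry, adjusted p = 0.0320; exact permutation test, p = 0.0823). The set did not pass 0.05 with camera, a test with a preset correlation between genes (adjusted p = 0.156), or with fry when the replicate number was used as a block (adjusted p = 0.0857). The identifiers of 2 entries carry other annotations in the deposited table, interferon kappa for SLC24 member 1 and SLC36 for SLC26 member 11. From the lower expression of both the HCO3- and the Ca2+ transporters, the paper proposes that calcification became slower and the development of new recruits was delayed.

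**Figure D2:**
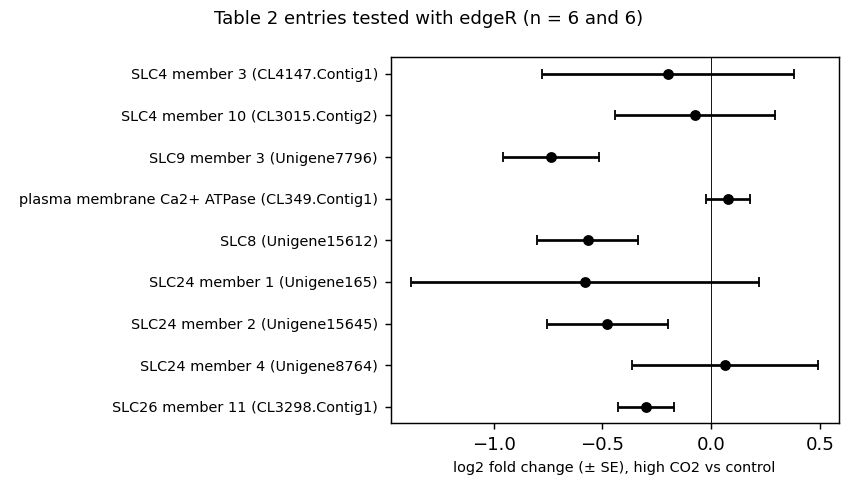
Log2 fold change of high CO2 relative to control (horizontal axis) with its standard error (bars) for the 9 entries of Table 2 tested with edgeR, 6 libraries per group. The values run from -0.74 for SLC9 member 3 to 0.078 for the plasma membrane Ca2+ ATPase. The latter is -0.072 with limma on the RPKM scale, where the median of all unigenes is -0.18.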

Solute carriers (SLC) are membrane transport proteins located in the cell membrane that transport charged and uncharged inorganic and organic molecules. Solute carrier (SLC) genes were mostly upregulated after 40 days compared to 3 days (C2 vs C1), and were mostly downregulated in response to elevated CO_2_ after 40 days of settlement compared to 3 days of settlement (H1 vs C1 or H2 vs C2). SLC4 member 10 is responsible for transporting HCO_3_^−^ (Table 2), while SLC8 and SCL24 are Ca^2+^ transporters. 

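The KEGG entry that Table 2 gives for the plasma membrane Ca2+ transporting ATPase, a pump that moves Ca2+ out of the cell, is carried by 5 unigenes, of which 3 had enough reads to be tested. CL349.Contig1_Ag, with the highest mean RPKM, had 50.5 ± 9.41 RPKM (SD, n = 6 libraries) in the control and 47.9 ± 8.07 (SD, n = 6) under high CO2. That is a log2 fold change of 0.078 (standard error 0.10, edgeR adjusted p = 0.682), a difference within the spread between libraries (exact permutation test, two-sided, p = 0.610). With library totals in place of TMM factors its log2 fold change was -0.079. The median of all unigenes moved from -0.0077 to -0.15 there, so this change of sign goes with a shift common to all unigenes. Unigene3804_Ag, whose E-value is the one that Table 2 prints, was chosen after the annotation was seen. It fell from 34.3 ± 5.49 RPKM (SD, n = 6) to 20.3 ± 5.03 (SD, n = 6), a log2 fold change of -0.62 (standard error 0.11, adjusted p = 0.0184), and every high CO2 library was below every control library on the log2 scale (exact permutation test, two-sided, p = 0.0022). Its control library 4 (44.6 RPKM) lay apart from the other 5 (29.2 to 34.9 RPKM). The log2 fold change stayed between -0.68 and -0.57 with each library left out, and the adjusted p rose to just above 0.05 without control library 1 (0.0506), control library 2 (0.0505) or high CO2 library 1 (0.0504). DESeq2 gave it an adjusted p of 7.15e-05, the lowest of its fits, and with the replicate number as a block edgeR gave 0.0283. Its fold change did not reach the paper's limit. The other tested unigene, Unigene13372_Ag, had a log2 fold change of -0.090 (standard error 0.11, adjusted p = 0.670).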

The plasma membrane Ca^2+^ transporting ATPase was also downregulated in response to elevated CO_2_ (Table 2). 

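The SLC entries of Tables 2 and S2 together matched 70 unigenes. They include entries for which the paper gives only a difference between ages. Of the 60 that edgeR tested between high CO2 and control, 49 were lower and 11 higher under high CO2, 17 had an unadjusted p below 0.05, and 3, all lower, had an adjusted p below 0.05. Adjusted over the list alone, 6 passed 0.05, 5 lower and 1 higher. The paper chose the list on these libraries, so neither this nor the tests of the list's median below are independent evidence. At the paper's threshold edgeR and DESeq2 called none of them. The 3 at an adjusted p below 0.05, named after their values were seen, were a mitochondrial glutamate transporter of SLC25 by its KEGG annotation (Unigene10305_Ag) and a pair of SLC32 unigenes. In the nr protein database the match of Unigene10305_Ag is instead a zinc finger BED domain-containing protein, so its identity is uncertain. Unigene10305_Ag fell from 13.3 ± 2.21 RPKM (SD, n = 6 libraries) to 8.01 ± 2.60 (SD, n = 6), a log2 fold change of -0.60 (standard error 0.14, edgeR adjusted p = 0.0357; exact permutation test, two-sided, p = 0.0087). Its adjusted p ranged from 0.0173 to 0.0790 with single libraries left out and was 0.0506 with the replicate number as a block. On the deposited RPKM scale the list's median log2 fold change was -0.42, with 63 of 69 unigenes below 0 (fry, adjusted p = 0.0567; exact permutation test of the median, two-sided, p = 0.0563). With each library scaled to the same median it was -0.24, with 53 of 69 below 0 (fry, adjusted p = 0.0320; exact permutation test, p = 0.0368). The adjusted p was 0.0051 with camera and 0.0091 with fry when the replicate number was used as a block. All unigenes whose annotation names a solute carrier family, 382 of them, made up a wider list, which includes most of the paper's. Of the 265 tested with edgeR, 160 were lower and 105 higher under high CO2, with 6 lower and 4 higher at an adjusted p below 0.05 and 2 called by DESeq2. Adjusted over the list alone, 7 passed 0.05, 4 lower and 3 higher. The median of this list was -0.27 (fry, adjusted p = 0.0781 over 346 unigenes; exact permutation test of the median, two-sided, p = 0.0260), and -0.097 after scaling to the same median (fry, adjusted p = 0.177; exact permutation test, p = 0.0043). For this list camera gave an adjusted p of 0.156, and fry with the replicate number as a block 0.0091. Without the 164 unigenes that carry a KEGG entry of Tables 2 and S2, a list formed after the values were seen, 147 were tested with edgeR, 79 higher and 68 lower, with a median edgeR log2 fold change of 0.035. The median of this remainder was -0.15 on the deposited RPKM scale (fry, adjusted p = 0.138; exact permutation test, p = 0.0758) and 0.032 after scaling to the same median (exact permutation test, p = 0.459).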

Many other members of various SLC families were also downregulated by the high CO_2_ treatment. For example, SLC12 and SLC25 were downregulated after 40 days under high CO_2_ (Table 2). Similarly, some skeleton organic matrix genes were downregulated by the high CO_2_ treatments, including cadherin, thrombospondin, hemicentin, actin, collagen, and galaxin after 3 days of settlement (Table 3).

**Table 2:** Differential expressions of ion transporter-related genes between the control in 40 days vs. control in 3 days after settlement (C2 vs. C1), the acidified treatment in 3 days vs. control in 3 days after settlement (H1 vs. C1), and acidified treatment in 40 days vs. control in 40 days after settlement (H2 vs. C2). All data were filtered with p < 0.0001 and FDR <0.0001.

KEGG entry	Definition	KEGG-Evalue	C2 vs C1	H1 vs C1	H2 vs C2
tad:TRIADDRAFT_54168	SLC4 (anion exchanger), member 2	1.00E-39	1.99	—	—
spu:587119	SLC4 (anion exchanger), member 3;	0	3.33	—	—
cfa:478766	SLC4 (sodium bicarbonate transporter), member 10	0	—	−1.93	−1.61
nve:NEMVE_v1g127372	SLC9 (sodium/hydrogen exchanger), member 3	2.00E-101	1.17	−1.78	—
nve:NEMVE_v1g166011	Ca^2+^ transporting ATPase, plasma membrane	0	1.79	−1.00	−1.04
nve:NEMVE_v1g239709	SLC8 (sodium/calcium exchanger)	2.00E-113	—	−1.61	−1.44
mdo:100023316	SLC24 (sodium/potassium/calcium exchanger), member 1	5.00E-81	−3.87	—	—
nve:NEMVE_v1g206699	SLC24 (sodium/potassium/calcium exchanger), member 2	8.00E-52	—	−3.42	−3.51
dre:100334346	SLC24 (sodium/potassium/calcium exchanger), member 4	2.00E-111	—	−1.34	—
nve:NEMVE_v1g80232	SLC26 (sodium-independent sulfate anion transporter), member 11	2.00E-115	2.12	—	—

**Table 3:** Differential expressions of skeletal organic matrix-related genes between the control in 40 days vs.

KEGG entry	KEGG Orthology	Definition	C2 vs C1	H1 vs C1	H2 vs C2
dre:407978	K06813	cadherin 23	1.11	1.30	—
ptr:457086	K04601	cadherin EGF LAG seven-pass G-type receptor 2 (flamingo)	−2.08	−1.95	—
tad:TRIADDRAFT_62266	K04600	cadherin EGF LAG seven-pass G-type receptor 1 (flamingo)	—	−1.51	—
dre:368436	K04600	cadherin EGF LAG seven-pass G-type receptor 1 (flamingo)	—	−1.42	−1.63
cin:100169670	K04659	thrombospondin	—	—	−1.63
bfo:BRAFLDRAFT_56687	K05692	actin beta/gamma 1	—	−1.07	—
cfa:475371	K13956	actin-binding protein IPP	−1.64	—	—
acs:100556853	K06236	collagen, type I/II/III/V/XI, alpha	−9.25	−1.06	−1.05
aml:100478752	K06237	collagen, type IV, alpha	—	−3.90	−1.05
acs:100558915	K06238	collagen, type VI, alpha	−1.38	—	1.95
xtr:100495209	K08132	collagen, type XII, alpha	—	−1.29	—
acs:100562332	K06823	collagen, type XVIII, alpha	−1.84	—	—

control in 3 days after settlement (C2 vs. C1), the acidified treatment in 3 days vs. control in 3 days after settlement (H1 vs. C1), and acidified treatment in 40 days vs. control in 40 days after settlement (H2 vs. C2). All data were filtered with p < 0.0001 and FDR < 0.0001.

## Discussion

### Survivorship and regulators of apoptosis

The survivorship of new recruits decreased after 40 days of exposure to high CO_2_ concentrations, but not significantly (Fig. 2B). As previous studies showed that the growth rates and colony size of hermatypic corals are inversely proportional to mortality risk^35,36^, the slow development of skeleton synapticular rings under elevated CO_2_ may potentially increase the risk of morality. In addition, suppressed growth under elevated CO_2_ is unfavourable for new recruits that compete for space with algae and other benthic organisms, because it reduces the fitness of new recruits, affecting population dynamics^37^.

Previous studies showed that the expression of apoptotic genes is generally related to cellular mortality and survivorship, with the expression being either pro- or anti-apoptosis^30^. Caspase 8 is essential for programmed cell death, and was downregulated in the high CO_2_ treatments of the current study. In addition, anti-apoptotic proteins (e.g. Bcl-2 family members) were also downregulated (Table 1), whereas heat shock proteins (HSPs) and heat shock factors (HSFs) were not differentially expressed (data not shown). 

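Heat shock proteins are chaperones that protect other proteins under stress, and heat shock factors switch on their genes. By their deposited annotation, 16 unigenes were heat shock proteins or factors, and 14 of them had enough reads for edgeR's test. Between high CO2 and control, 7 were higher and 7 lower, with a median edgeR log2 fold change of -0.050. At the paper's threshold edgeR called none, 3 had an unadjusted p below 0.05, and DESeq2 called 1, CL2763.Contig2_Ag. This unigene, a 70 kDa heat shock protein named after its values were seen, rose from 1.77 ± 0.510 RPKM (SD, n = 6 libraries) to 3.30 ± 0.912 (SD, n = 6). Its log2 fold change was 1.03 (standard error 0.22, edgeR adjusted p = 0.0276; exact permutation test, two-sided, p = 0.0043), with a DESeq2 adjusted p of 0.0016. With single libraries left out, its edgeR adjusted p ranged from 0.0151 to 0.0666. Its cluster holds CL2763.Contig1_Ag and CL2763.Contig3_Ag as well, between which the authors' mapping could have divided reads. These had log2 fold changes of 0.43 (standard error 0.14, adjusted p = 0.0731) and 0.37 (standard error 0.20, adjusted p = 0.268). The heat shock factor 1 unigene, CL1410.Contig1_Ag, had a log2 fold change of -0.77 (standard error 0.36, adjusted p = 0.195). Adjusted over the list alone, 2 unigenes passed 0.05, both higher. On the deposited RPKM scale the list had a median of -0.28 and a mean of -0.15 (fry, adjusted p = 0.696). After each library was scaled to the same median these were -0.10 and 0.030, of opposite sign (fry, adjusted p = 0.633).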

A previous study showed that new recruits of *A. millepora* could acclimate to elevated *p*CO_2_ by upregulating the expression of HSPs, as well as Bcl-2 family members^30^; however, the current study indicated that this mechanism does not exist in *A. gemmifera*. Thus, different coral species might trigger different molecular mechanisms in responses to elevated *p*CO_2_.

### Delayed development and calcification related genes

In this study, the settlement, diameter, skeleton structure, and crystal shape of new recruits were affected by elevated CO_2_ concentrations. These results were consistent with previous studies where new recruits reared in OA had smaller diameters than did the control^38–40^. The current study showed that, in addition to diameter, the ratio of new recruits with three synapticular rings was lower before 28 days under higher CO_2_ concentrations. To our knowledge, only a few studies demonstrate the effects of elevated CO_2_ on the development of skeleton synapticular rings^23^. The slow development of the coral skeleton prompted us to conduct a more extensive survey of the major genes related to calcification, and to investigate their expression levels. Two major components contribute to the calcification process: (1) transporters of Ca^2+^, H^+^ and inorganic carbon, and (2) organic matrix proteins that catalyse the crystals to form macroscopic structures^41^.

Various transporters of Ca^2+^, H^+^ and inorganic carbon have been examined by previous studies^9–11^. Among these transporters, Ca^2+^ transporting ATPase was presumably a transporter of Ca^2+^ and H^+ ^^9^. In our study, Ca^2+^ transporting ATPase was only differentially expressed during the first 3 days under high CO_2_ concentrations, but was downregulated after 40 days of exposure. Carbonic anhydrases contribute to the interconversion of carbon dioxide and bicarbonate^11^, which were also not differentially expressed under high CO_2_ in this study.

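Unigenes annotated as carbonic anhydrases numbered 9, of which 7 had enough reads for edgeR's test between high CO2 and control. Of these, 3 were higher and 4 lower. None had an adjusted p below 0.05 with edgeR, 4 had an unadjusted p below 0.05, and DESeq2 called none at the paper's threshold. Adjusted over the list alone, 3 passed 0.05, 1 higher and 2 lower, and these were named after their values were seen. Unigene11424_Ag rose from 23.5 ± 1.52 RPKM (SD, n = 6 libraries) to 30.6 ± 4.74 (SD, n = 6), a log2 fold change of 0.57 (standard error 0.17, edgeR adjusted p = 0.0646; exact permutation test, two-sided, p = 0.0152). DESeq2 gave it an adjusted p of 0.0316, and without high CO2 library 5 edgeR's was 0.0151, within 0.0085 to 0.195 over all fits. Unigene12834_Ag fell from 15.1 ± 1.56 RPKM (SD, n = 6) to 9.61 ± 1.78 (SD, n = 6), a log2 fold change of -0.49 (standard error 0.17, adjusted p = 0.0992). On the deposited RPKM scale every high CO2 library was below every control library (exact permutation test, two-sided, p = 0.0022). The log2 difference there was -0.64, where the median of all unigenes was -0.18. With library totals in place of TMM factors its adjusted p was 0.0278, within 0.0099 to 0.190 over all fits. Unigene13969_Ag had a log2 fold change of -0.64 (standard error 0.25, adjusted p = 0.125), and control library 4 (791.9 RPKM) lay apart from the other 5 control libraries (245.8 to 415.2 RPKM). The carbonic anhydrase with the most reads, Unigene1842_Ag, did not differ beyond the spread between libraries, at 472 ± 436 RPKM (SD, n = 6) in the control and 423 ± 379 (SD, n = 6) under high CO2. As a list they had a median log2 fold change of -0.15 on the deposited RPKM scale (fry, adjusted p = 0.206), which became 0.031 after each library was scaled to the same median (fry, adjusted p = 0.974) and 0.0075 without the high CO2 library that has no number.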

In addition, solute carriers (SLC) are membrane transport proteins located in the cell membrane that transport charged and uncharged inorganic and organic molecules. Zoccola, *et al*.^42^ reported that the SLC4 and SLC26 families are both bicarbonate anion transporters in the coral *Stylophora pistillata*. SLC4 (anion exchanger) member 2 was neither differentially expressed in response to elevated CO_2_ in *A. millepora*^28^ nor *A. gemmifera* (this study); however, SLC4 member 10 (bicarbonate anion transporter) was downregulated in under high CO_2_ concentrations in the current study (Table 2). This result suggests that the bicarbonate transports were suppressed by elevated CO_2_, with SLC4 member 10 either supplying bicarbonate anion at the site of calcification or aiding in pH regulation^42^. 

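SLC4 member 2 (Unigene24083_Ag, 498 bases) had on average 8.39 reads per library, under edgeR's filter. Its level was 3.78 ± 2.36 RPKM (SD, n = 6 libraries) in the control and 1.86 ± 1.27 (SD, n = 6) under high CO2, a difference that did not pass 0.05 (exact permutation test, two-sided, p = 0.0519). In the fits that kept it, its log2 fold change was -1.07 to -0.64 with an adjusted p of 0.210 to 0.318. SLC4 member 3, the other anion exchanger of Table 2 (CL4147.Contig1_Ag), had a log2 fold change of -0.20 (standard error 0.58, edgeR adjusted p = 0.867), which became 0.044 without control library 2 and 0.016 without high CO2 library 5. The other contig of its cluster, CL4147.Contig2_Ag, was at -0.19 (standard error 0.24, adjusted p = 0.673). SLC4 member 10, a sodium bicarbonate transporter, was matched by the KEGG entry and the E-value of Table 2 to CL3015.Contig2_Ag, 5858 bases long with a mean of 1622 reads. It had 46.6 ± 18.8 RPKM (SD, n = 6) in the control and 39.3 ± 16.0 (SD, n = 6) under high CO2, a log2 fold change of -0.075 (standard error 0.37, adjusted p = 0.925; exact permutation test, two-sided, p = 0.502). This was smaller than the spread between libraries, and leaving out single libraries moved it between -0.24 and 0.085. Much of the spread lay between library numbers, with 59.6 to 66.0 RPKM in control libraries 1 to 3 and 24.3 to 33.2 in 4 to 6. Under high CO2, libraries 1 to 3 had 42.1 to 60.8 RPKM and the others 18.9 to 34.7. The main fit did not model this split. With the replicate number as a block, which takes up such a split, the log2 fold change was -0.058 (edgeR adjusted p = 0.800). Another unigene with the orthology number of SLC4 member 10 but another KEGG entry, Unigene1552_Ag (1145 bases, mean of 63.6 reads), was chosen after the annotation was seen. It fell from 12.3 ± 2.80 RPKM (SD, n = 6) to 4.78 ± 1.85 (SD, n = 6), a log2 fold change of -1.20 (standard error 0.28, edgeR adjusted p = 0.0353), with all 6 high CO2 libraries below all 6 control libraries (exact permutation test, two-sided, p = 0.0022). DESeq2 called it at the paper's threshold (adjusted p = 0.0032). With single libraries left out, edgeR's adjusted p ranged from 0.0304 to 0.0840.

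**Figure D3:**
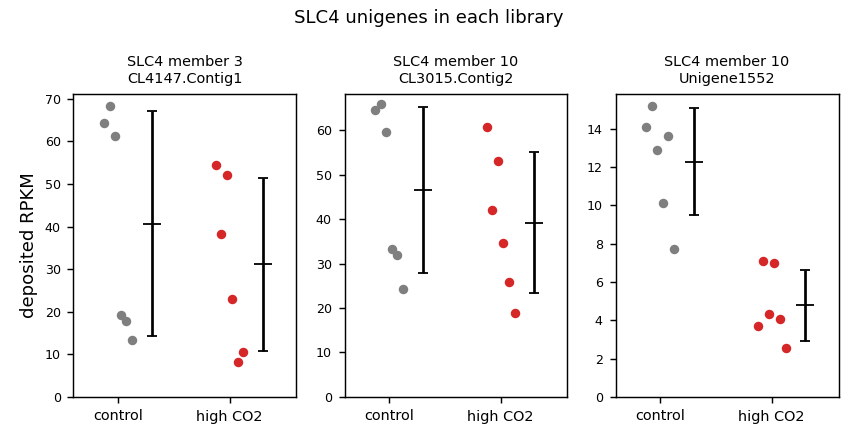
Deposited RPKM (vertical axes, from 0) of 3 SLC4 unigenes in each control and high CO2 library, with the mean and SD of 6 libraries per group as a bar and whiskers. The groups overlap for SLC4 members 3 and 10 (CL4147.Contig1_Ag and CL3015.Contig2_Ag), while for Unigene1552_Ag all high CO2 libraries lie below the control libraries.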

A previous study showed that SLC26 was differentially expressed by different temperatures^43^; however, SLC26 member 11 was not differentially expressed by high CO_2_ in our study (Table 2). Hence, elevated CO_2_ might reduce bicarbonate anion transport by suppressing the expression of SLC4 member 10 rather than SLC26. In addition to bicarbonate anion transport, the calcium transporters (SLC8 and SLC24) were also downregulated by elevated CO_2_, including SLC 24 members 2 and 4 (Table 2). 

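The KEGG entry that Table 2 gives for SLC26 member 11 is carried in the deposited table by CL3298.Contig1_Ag and CL3298.Contig2_Ag, both annotated there as a member of SLC36, a family of proton-coupled amino acid transporters. In the nr protein database the match of CL3298.Contig1_Ag is instead a homolog of coiled-coil domain-containing protein 22, so its identity is uncertain. CL3298.Contig1_Ag had 17.5 ± 1.45 RPKM (SD, n = 6 libraries) in the control and 13.1 ± 3.26 (SD, n = 6) under high CO2. The log2 fold change was -0.30 (standard error 0.13, edgeR adjusted p = 0.165), with 6 of 6 high CO2 libraries below the control mean on the log2 scale (exact permutation test, two-sided, p = 0.0152). CL3298.Contig2_Ag averaged 3.83 reads per library and was not tested. The unigene annotated as SLC26 member 11 itself, Unigene18585_Ag, was chosen after the annotation was seen. Its KEGG entry is that of SLC26 member 11 in Table S2. It had 10.8 ± 5.27 RPKM (SD, n = 6) in the control and 6.52 ± 3.31 (SD, n = 6) under high CO2, a log2 fold change of -0.58 (standard error 0.31, adjusted p = 0.267; exact permutation test, two-sided, p = 0.117). Its adjusted p was 0.0374 with the first principal component as a covariate and 0.250 with DESeq2. Over all fits the adjusted p of Unigene18585_Ag lay between 0.0374 and 0.495.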

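SLC8 is a sodium/calcium exchanger, and SLC24 members exchange sodium for potassium and calcium. The KEGG entry of SLC8 in Table 2 is carried by 5 unigenes, 3 of them tested. Unigene15612_Ag, which also has the E-value of Table 2, fell from 13.4 ± 3.04 RPKM (SD, n = 6 libraries) to 8.40 ± 3.61 (SD, n = 6). Its log2 fold change was -0.57 (standard error 0.23, edgeR adjusted p = 0.145; exact permutation test, two-sided, p = 0.0303) and stayed between -0.69 and -0.46 with single libraries left out. The tested SLC8 unigene with the largest fall, Unigene20417_Ag, was chosen after its values were seen. It fell from 10.6 ± 1.09 RPKM (SD, n = 6) to 4.78 ± 2.28 (SD, n = 6), a log2 fold change of -1.05 (standard error 0.23, adjusted p = 0.0300; exact permutation test, two-sided, p = 0.0022). DESeq2 called it (adjusted p = 0.0026), while with the replicate number as a block its adjusted p was 0.0628, and with single libraries left out it ranged from 0.0160 to 0.0724. Unigene4600_Ag, the remaining SLC8 unigene tested, had a log2 fold change of -0.47 (standard error 0.27, adjusted p = 0.291). SLC24 member 2 (Unigene15645_Ag) had 9.86 ± 4.25 RPKM (SD, n = 6) in the control and 6.52 ± 2.92 (SD, n = 6) under high CO2, a log2 fold change of -0.48 (standard error 0.28, adjusted p = 0.303; exact permutation test, two-sided, p = 0.119). For SLC24 member 4, Unigene8764_Ag had 9.09 ± 4.09 RPKM (SD, n = 6) in the control and 8.84 ± 6.15 (SD, n = 6) under high CO2, a log2 fold change of 0.065 (standard error 0.43, adjusted p = 0.946). Its sign changed to -0.13 with limma after median scaling and to -0.20 without high CO2 library 5. CL3693.Contig4_Ag, which carries the E-value of Table 2 for SLC24 member 4 and was chosen after the annotation was seen, averaged 13.3 reads per library. Its log2 fold change was -1.27 (standard error 0.50, adjusted p = 0.136; exact permutation test, two-sided, p = 0.0563), with 4.32 RPKM in control library 4 against 0.60 to 1.87 RPKM in the other 5 control libraries. With the first principal component as a covariate, its adjusted p was 0.010, the lowest of its fits, which reached up to 0.435.

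**Figure D4:**
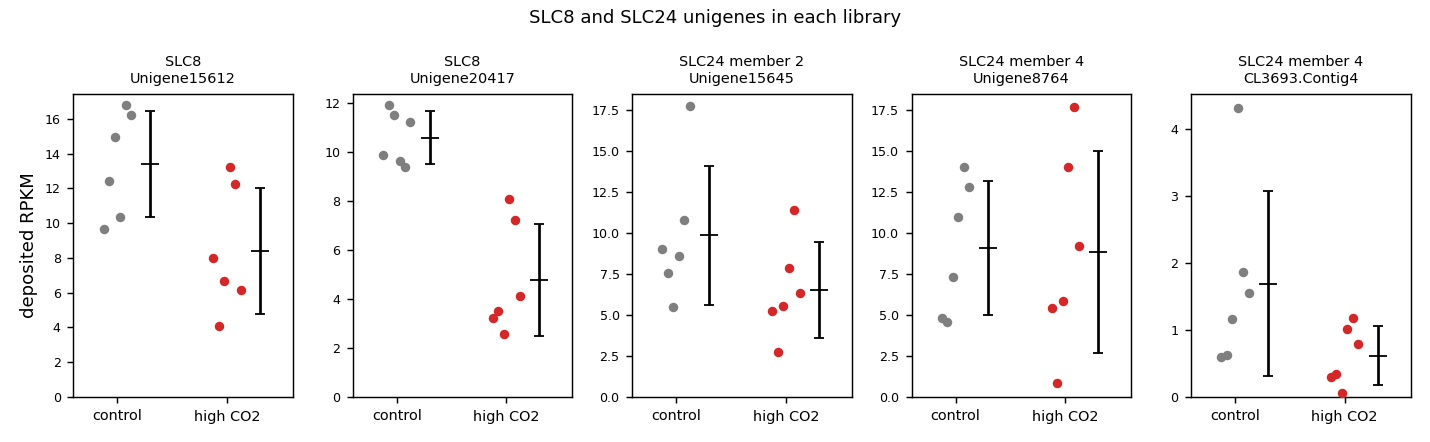
Deposited RPKM (vertical axes, from 0) of 5 unigenes of SLC8 and SLC24 in each control and high CO2 library, with the mean and SD of 6 libraries per group as a bar and whiskers. The groups are farthest apart for Unigene20417_Ag and overlap for Unigene8764_Ag.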

The members of the SLC24 gene family encode K^+^-dependent Na^+^/Ca^2+^ exchangers (NCKX) that utilise both inward Na^+^ and outward K^+^ gradients to extrude Ca^2+^ from cells^44^. However, it remains unclear whether SLC24 is located on the membrane of tissue cells or the calicoblastic cells. Consequently, it is also unclear whether SLC24 is able to regulate coral calcification. Both HCO_3_^−^ and Ca^2+^ transporters were downregulated under elevated CO_2_ concentrations, which probably led to slower calcification rates and the delayed development of new recruits. In addition to HCO_3_^−^ and Ca^2+^, the transporters of organic matter (such as oligopeptides, monocarboxylic acid, fatty acids, and amino acids) were also downregulated (Table S2). 

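In Table S2, 14 KEGG entries are defined by the words peptide or oligopeptide, monocarboxylic acid, fatty acid or amino acid. Entries worded otherwise, such as those for glutamate and for sodium-coupled monocarboxylate, were not counted here. Of the 14, 12 unigenes had enough reads for edgeR's test. Under high CO2, 10 of the 12 were lower and 2 higher, with a median edgeR log2 fold change of -0.34. An adjusted p below 0.05 was reached by 2, both lower and both vesicular inhibitory amino acid transporters of SLC32, which were named after their values were seen. Unigene15491_Ag fell from 7.19 ± 1.67 RPKM (SD, n = 6 libraries) to 3.27 ± 0.884 (SD, n = 6), with a mean of 31.9 reads and a log2 fold change of -1.00 (standard error 0.24, edgeR adjusted p = 0.0357). Unigene6989_Ag fell from 5.90 ± 1.46 RPKM (SD, n = 6) to 2.68 ± 0.791 (SD, n = 6), with a mean of 14.5 reads and a log2 fold change of -0.99 (standard error 0.26, adjusted p = 0.0455). For each of the pair, all 6 high CO2 libraries were below all 6 control libraries (exact permutation test, two-sided, p = 0.0022). With single libraries left out, their adjusted p ranged from 0.0271 to 0.0851 and from 0.0347 to 0.0976. With the replicate number as a block it was 0.0285 for Unigene15491_Ag and 0.0773 for Unigene6989_Ag. The monocarboxylic acid transporters with the most reads did not pass an adjusted p of 0.05. Unigene12570_Ag (mean of 2213 reads) had a log2 fold change of -0.26 (standard error 0.22, adjusted p = 0.490), and Unigene269_Ag (mean of 1194 reads) one of -0.00021 (standard error 0.14, adjusted p = 0.999). The fatty acid transporters of SLC27 had log2 fold changes of -0.51 (CL1929.Contig1_Ag, standard error 0.20, adjusted p = 0.129) and 0.12 (CL2426.Contig1_Ag, standard error 0.32, adjusted p = 0.851). The oligopeptide transporter SLC15 member 1 (Unigene23338_Ag) averaged 8.11 reads and was not tested.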

The presence of fewer organic matter transporters might decrease the energy supply available for the calcification and growth of coral.

It has been long hypothesized that the precipitation of aragonite is catalysed by and organized on an extracellular organic matrix. A recent study identified 36 coral of coral skeleton organic matrix proteins (SOMPs) in *S. pistillata*^12^. In our study, only five out of these 36 skeletal proteins were differentially expressed, including cadherin, thrombospondin, hemicentin, actin, and collagen (Table 3). However, these proteins were usually downregulated in H1 vs. C1, but not in H2 vs C2. 

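The 12 entries of Table 3 were matched to unigenes by their KEGG entry, and 6 of them had enough reads for edgeR's test. The others averaged 3.67 to 11.7 reads per library, among them thrombospondin, cadherin 23, CELSR2, collagens IV and VI and the second CELSR1 entry. Hemicentin has no entry in Table 3 and was not matched. Of the 6 tested, 4 were lower and 2 higher under high CO2, and 2 had an unadjusted p below 0.05. Collagen I/II/III/V/XI (Unigene14392_Ag, 5030 bases, mean of 828 reads) fell from 32.8 ± 7.66 RPKM (SD, n = 6 libraries) to 18.6 ± 3.09 (SD, n = 6). This was a log2 fold change of -0.70 (standard error 0.18, edgeR adjusted p = 0.0445), with all 6 high CO2 libraries below the control mean (exact permutation test, two-sided, p = 0.0043). The adjusted p was 0.0628 with the replicate number as a block and ranged from 0.0225 to 0.102 with single libraries left out. For collagen XII, 3 unigenes were tested. Unigene5436_Ag, with the highest mean RPKM, had a log2 fold change of -0.29 (standard error 0.34, adjusted p = 0.639), and its control library 6 (17.9 RPKM) lay apart from the other 5 (7.03 to 10.4 RPKM). The other collagen XII unigenes went in both directions, CL3391.Contig2_Ag at -0.95 (standard error 0.25, adjusted p = 0.0445, chosen after its values were seen, 0.0088 to 0.0985 with single libraries left out and 0.0708 with the block) and Unigene9113_Ag at 1.01 (standard error 0.40, adjusted p = 0.134). Actin (Unigene15590_Ag) had 6.88 ± 0.906 RPKM (SD, n = 6) in the control and 5.29 ± 1.21 (SD, n = 6) under high CO2, a log2 fold change of -0.21 (standard error 0.20, adjusted p = 0.550). CELSR1, a cadherin, had -0.63 in its first entry (Unigene18604_Ag, standard error 0.28, adjusted p = 0.181). Its second entry (Unigene26431_Ag), with a mean of 6.22 reads, went from 4.73 ± 0.813 RPKM (SD, n = 6) to 1.40 ± 0.820 (SD, n = 6) without overlap (exact permutation test, two-sided, p = 0.0022). In the fits that kept it, its log2 fold change was -1.89 to -1.32 with an adjusted p of 0.0312 to 0.0633. As a set, 11 entries had a median log2 fold change of -0.43 on the deposited RPKM scale, with 8 lower and 3 higher (fry, adjusted p = 0.0097; exact permutation test of the median, two-sided, p = 0.0108). The median was -0.25 after each library was scaled to the same median (fry, adjusted p = 0.0520; exact permutation test, p = 0.0541), and camera gave an adjusted p of 0.156. With the replicate number as a block, fry gave 0.0564. Adjusted over the list alone, 1 unigene passed 0.05. Neither this nor the tests of the set are independent evidence, because the paper chose the list on these libraries.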

The specific functions of some organic matrix proteins have yet to be determined in coral species, but their functions have been studied in human and other animals. Cadherin plays an important role in cell adhesion, forming junctions to bind cells together within tissues^45^. Collagens are also important in the regulation of cell-cell adhesion, differentiation, and wound healing^46^. Coral acid-rich protein (CARPs) members have been reported as putative calcification-related proteins in *A. millepora*^13^ and *S. pistillata*^12,47^, but were not differentially expressed in response to elevated CO_2_ in our study (data not shown).

## Conclusions

The present study explored the effects of elevated *p*CO_2_ on the post-settlement development of new coral recruits of *A. gemmifera*. Elevated CO_2_ slowed the formation of the skeleton structure and crystal microstructure of new recruits, slowing settlement and reducing the diameter of new recruits. Many solute carriers (SLC) (membrane transport proteins) were downregulated in response to elevated CO_2_, as well as the SLC4 family members responsible for supplying HCO_3_^−^ to the site of calcification. The downregulation of membrane transporters proteins might represent the mechanism underlying the delayed development of new coral recruits.

## Materials and Methods

### Sampling and incubation

In April 2015, 5 colonies of *A. gemmifera* (~40 cm diameter) were collected from Luhuitou fringing reef, Sanya Bay, China (18° 15′ N; 109° 25′ E) at ~2–5 m depth. Before spawning, colonies were transferred to outdoor flow-through aquaria in Sanya Bay, Hainan Island, outside the Tropical Marine Biological Research Laboratory. Ten colonies of *A. gemmifera* (~40 cm diameter) were collected. These colonies were >5 m away from each other, assuming their genotypes were not the same. Gametes were collected from these 10 colonies without separate crossings.

In our CO_2_ system, seawater chemistry was manipulated by continuous and direct bubbling of pure CO_2_ (except for the control treatment). The bubbling rates were controlled by high precision pressure gauges and valves (DC01-01, Dici, China) and pH controller (pH2010, WEIPRO, China) to create the desired pCO_2_ (Table 4). Seawater was pumped from the reef water (~200 m away from our culture tank) at a depth of 5 m and run through a sand- filter. As the seawater was not further filtered, no extra food and zooxanthellae were added into culture aquaria to create. Each aquarium was covered with a screen to provide a light field that was approximately 50% of the surface solar irradiance, a condition similar to that at a depth of 3–5 m. Treated seawater was then pumped to the 90 L experimental tanks (three replicate tanks per treatment) via PVC-pipes. The water-exchange rate was 600 ± 10 mL min^−1^ (Fig. S1). The tanks were partially immersed in a 2000 L flow-through aquarium.

**Table 4:** Values of pH, temperature (T), salinity, total alkalinity (TA), dissolved inorganic carbon (DIC), *p*CO_2_ and aragonite saturation state (Ω_A_) during incubations. All values are means ± SD.

pH	T (°C)	Salinity	TA (μmol L^−1^)	DIC (μmol L^−1^)	*p*CO_2_ (μatm)	Ω_A_
8.1 ± 0.14	27 ± 2	34 ± 0.02	2219 ± 26	1902 ± 32	389 ± 24	3.4 ± 0.06
7.8 ± 0.16	27 ± 2	34 ± 0.02	2225 ± 45	2021 ± 87	700 ± 75	2.4 ± 0.08
7.5 ± 0.18	27 ± 2	34 ± 0.02	2224 ± 31	2110 ± 96	1214 ± 102	1.6 ± 0.10

Larvae were cultivated in flow-through tanks (90 L) at a density of ~1 larvae/ml under ambient conditions (pH NBS 8.16 ± 0.01, 27.5 °C, total alkalinity (TA) 2250.8 ± 5 μM, salinity 33 psu), ~750 ppm CO_2_ (pH = 7.8) or 1200 ppm CO_2_ (pH = 7.5) (Table 4), reflecting the control condition, intermediate and high CO_2_ concentrations based on IPCC predictions for the 21st century (2007). There were four replicates in each treatment, and the turnover time of seawater of each tank was 12 hours. The outflow of each tank was covered with a 180 μm mesh to avoid larvae loss. About 10–15 preconditioned terrocota tiles with a mixed community of crustose coralline algae were placed into each tank to induce larval settlement. After four days, larvae were randomly sampled for settlement assays. Six days later, all swimming larvae were flushed away, and new recruits on tiles were reared in continuous flow-through tanks for observing survivorship, diameter, and skeleton structure (90 L) (Fig. S1). The survivorship of new recruits on tiles was assessed on the 3rd and 10th days after settlement, by observing it using a stereomicroscope (Olympus, SZ51). Death was defined as the time point when live tissue was no longer present. Survivorship was expressed as the proportion surviving within each tank. The number of new recruits was counted, and image of new recruits was taken using a stereomicroscope. The diameter of live tissue was measured with the program ToupView 3.7. The settled recruits were collected at the end of 40-day incubation, and their skeletons was examined by scanning electron microscopy (SEM, ZEISS Supra55).

### Settling proportion

The settling proportion was estimated in a separate experiment. In this separate experiment, about 300 larvae were sampled from each treatment tank and transferred to lidded chambers (10 L) filled with seawater with the corresponding experimental treatments. A preconditioned terrocota tile with a mixed community of crustose coralline algae was placed at the bottom of the chambers. Half of the seawater in each chamber was replaced every 12 hours. Larval settlement was assessed after two days using a stereomicroscope (Olympus, SZ51). Settling proportion was estimated by the number of new recruits/total initial larvae.

### TA and pH

Water samples were collected every three days from each tank, and total alkalinity (TA) was measured by an open-cell automatic titrator (Metrohm 877 titrino plus) using 0.1 M HCl for each 70 g seawater sample. Accuracy of the measurements was checked against certified seawater reference material (Batch 118) obtained from Dr A. Dickson. The pH in culture tanks was continuously monitored using a Ross semi-micro glass combination pH electrode (Orion). The other carbonate system parameters (i.e. dissolved inorganic carbon (DIC), Ω and pCO_2_) were calculated using a spreadsheet version of the CO2SYS program^48^, based on measurements of temperature, salinity, pH and alkalinity. The calculation used the CO_2_ equilibrium constants K1 and K2^49^.

### *De novo* transcriptome sequencing

On the 3rd and 40th day after settlement, settled new recruits (~10–50 new recruits per biological sample) of each tank were randomly sampled from ~10–15 tiles with a sterile scalpel, and 1 sample per experimental treatment tank were obtained. The samples of control and high CO_2_ treatments (1200 μatm CO_2_) were snap frozen the samples in liquid nitrogen and then stored the samples at −80 °C until further processing. TRI-Reagent (Sigma) was used for RNA extraction according to the manufacturer’s manual. Samples were stored at −80 °C, until transcriptome sequencing was carried out for *de novo* assembly and analysis by the Huada Gene Company (http://www.genomics.cn/index).

After the mRNAs were fragmented into short fragments as templates, double-stranded cDNA was synthesized. The ligated fragments were then generated by a series of reaction processes that included purification of PCR products, end repair, and ligation of Illumina adapters. AMPure XP system was used for the purification PCR products, and the Agilent Bioanalyzer 2100 system was used to assess the library quality. An Illumina HiSeq™ 2000 sequencing platform was employed to sequence the cDNA library (NEB, USA).

### Data filtering, *de novo* assembly and annotation

We filtered the raw data to generate clean reads by removing adapter sequences, reads with unknown bases (N) >10%, and low-quality sequences (the percentage of low quality bases of quality value <5). After obtaining clean reads, the clean reads were *de novo* assembled by the Trinity program into contigs^50^. The read coverage in each sample roughly exhibited a similar distribution. All unigenes were annotated using the BLASTx against the NCBI Nr (http://www.ncbi.nlm.nih.gov/genbank/), and KEGG pathway (http://www.genome.jp/kegg/pathway.html) databases, with an E-value cut-off of 1E-5. To further analyze the annotation results, the GO function of unigenes were classified in terms of molecular function, biological process, as well as cellular component (http://www.geneontology.org/) using Blast2GO^51^.

### Differential expression analysis

Clean reads of each treatment were mapped to reference genes transcriptome generated by total *de novo* RNA-seq^52,53^. The gene expression level was calculated by the value of FPKM (Fragments Per Kilobase of transcript per Million). The differentially expressed genes were annotated using GO and KEGG enrichment analyses according to a method similar to that described by^52,53^. The best BLAST hit was used to assess differential gene expression, which was estimated with log_2_fold change. The triplicate samples were compared between control 3 days after settlement (C1), control 40 days after settlement (C2), acidified treatment 3 days after settlement (H1), and acidified treatment 40 days after settlement (H2).

### Statistical analyses

Two-way analyses of variance (ANOVA) tested the effects of *p*CO_2_ and different tanks on coral biological parameters (e.g. settling proportion, survivorship, diameter, and gene expression). Different treatments of *p*CO_2_ and different tanks were fixed, whereas each coral biological parameter was a random factor. Post hoc Tukey tests were conducted if significant effects were obtained (p < 0.05). Statistical analyses were performed using SPSS 19 System for Windows. The differential gene expression analysis of the two experimental groups (high CO_2_ treatment vs control) was determined using Expdiff. A q value (or FDR) of <0.005 & |log_2_fold change|>1 was set as the threshold for significantly different expressions.

### Availability of raw data

The raw data used for assembly, annotated expression data and annotated data were deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) under accession number GSE96935.

## Electronic supplementary material

Supplementary Information

# Supplementary material for: Elevated CO2 delays the early development of scleractinian coral Acropora gemmifera
**Source:** Sci Rep. 2018 Feb 12;8:2787. doi: 10.1038/s41598-018-21267-3
**Supplement:** Supplementary file 1 — Supplementary Information

**Elevated CO<sub>2</sub> delays the early development of scleractinian coral *Acropora*  
*gemmifera***

Xiangcheng Yuan, Tao Yuan, Hui Huang, Lei Jiang, Weihua Zhou, Sheng Liu

Tab. S1. Summary statistics of the transcriptome assembly for the triplicate samples in control after 3 days (C1-1 to C1-3), control after 40 days (C2-1 to C2-3), acidified treatment after 3 days (H1-1 to H1-3), and acidified treatment after 40 days (H2-1 to H2-3)

| <b>Treatment</b>     | <b>Sample ID</b> | <b>Total Reads</b> | <b>Total Base Pairs</b> | <b>Total Mapped Reads</b> |
|----------------------|------------------|--------------------|-------------------------|---------------------------|
| control              | C1-1             | 12,367,906         | 606,027,394             | 7,919,003(64.03%)         |
| 3 days               | C1-2             | 11,904,632         | 583,326,968             | 7,621,190(64.02%)         |
|                      | C1-3             | 11,782,573         | 577,346,077             | 6,764,935(57.41%)         |
| control              | C2-1             | 12,241,461         | 599,831,589             | 5,234,034(42.76%)         |
| 40 days              | C2-2             | 12,254,767         | 600,483,583             | 6,564,457(53.57%)         |
|                      | C2-3             | 12,270,456         | 601,252,344             | 7,150,203(58.27%)         |
| high CO <sub>2</sub> | H1-1             | 11,789,649         | 577,692,801             | 7,028,455(59.62%)         |
| 3 days               | H1-2             | 11,722,947         | 574,424,403             | 7,560,269(64.49%)         |
|                      | H1-3             | 12,493,366         | 612,174,934             | 8,181,842(65.49%)         |
| high CO <sub>2</sub> | H2-1             | 11,970,508         | 586,554,892             | 7,405,616(61.87%)         |
| 40 days              | H2-2             | 11,658,887         | 571,285,463             | 7,163,855(61.45%)         |
|                      | H2-3             | 12,388,176         | 607,020,624             | 7,397,138(59.71%)         |

Tab. 

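Table S2 names each SLC gene by the KEGG entry of its best match in another species, with a KEGG orthology number and a definition, and gives the log2 fold change of those comparisons in which the paper found a difference. Some of its entries carry a value only for the comparison between the ages of control new recruits. Its 61 entries were matched to unigenes that carry the same KEGG entry in the deposited table, taking the unigene with the highest mean RPKM where there were several. With both ages in each group, edgeR's test between high CO2 and control could be run for 52 of them. Of these, 42 were lower and 10 higher under high CO2, with a median edgeR log2 fold change of -0.31 and a range from -1.00 to 1.13. The smallest adjusted p was 0.0357.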

S2 Annotated differentially expressed SLC genes other than calcium and bicarbonate transporters between the acidified treatment after 3 days vs. control after 3 days (H1 vs. C1), and acidified treatment after 40 days vs. control after 40 days (H2 vs. C1). Differential expression is estimated with log<sub>2</sub>fold change. All data were filtered with  $p < 0.0001$  and  $FDR < 0.0001$ .

| KEGG entry            | KEGG Orthology | Definition                                                  | C2 vs C1 | H1 vs C1 | H2 vs C2 |
|-----------------------|----------------|-------------------------------------------------------------|----------|----------|----------|
| acs:100562038         | K05614         | SLC1 (glial high affinity glutamate transporter), member 3; | 1.01     |          |          |
| nve:NEMVE_v1g234329   | K14347         | SLC10 (sodium/bile acid cotransporter), member 7            |          | -1.50    | 1.57     |
| xla:100037166         | K10951         | SLC12 (sodium/potassium/chloride transporter), member 2;    |          | -2.16    |          |
| nve:NEMVE_v1g104399   | K10951         | SLC12 (sodium/potassium/chloride transporter), member 2     |          |          | -1.20    |
| spu:586262            | K14429         | SLC12 (potassium/chloride transporters), member 9           | 1.07     |          |          |
| nve:NEMVE_v1g102562   | K14429         | SLC12 (potassium/chloride transporters), member 9           |          | -2.83    | -3.05    |
| nve:NEMVE_v1g89298    | K14428         | SLC12 (potassium/chloride transporters), member 8           |          | -1.79    |          |
| tad:TRIADDR AFT_30870 | K14206         | SLC15 (oligopeptide transporter), member 1                  |          | -3.53    |          |
| nve:NEMVE_v1g173993   | K14638         | SLC15 (peptide/histidine transporter), member 3/4           | 3.95     | -1.64    | 1.65     |
| xla:380349            | K08180         | SLC16 (monocarboxylic acid transporters), member 3          | -1.34    |          | -1.08    |
| nve:NEMVE_v1g88648    | K08187         | SLC16 (monocarboxylic acid transporters), member 10;        | 2.77     | 2.97     | -1.92    |
| hmg:100213774         | K08187         | SLC16 (monocarboxylic acid transporters), member 10         |          | 1.34     |          |
| nve:NEMVE_v1g231086   | K08193         | SLC17 (sodium-dependent inorganic phosphate cotransporter)  |          | -2.83    | -7.13    |
| nve:NEMVE_v1g124454   | K14610         | SLC19 (thiamine transporter), member 2/3                    |          | -1.83    |          |
| nve:NEMVE_v1g204860   | K08145         | SLC2 (facilitated glucose transporter), member 8            |          |          | -1.10    |
| nve:NEMVE_v1g228429   | K08150         | SLC2 (myo-inositol transporter), member 13                  |          | -1.35    |          |
| mgp:100543293         | K08212         | SLC22 (organic cation transporter), member 16               |          | -1.19    |          |
| nve:NEMVE_v1g109102   | K08202         | SLC22 (organic cation transporter), member 4/5              | 2.08     |          |          |

|                          |        |                                                                               |       |       |
|--------------------------|--------|-------------------------------------------------------------------------------|-------|-------|
| hmg:10020924<br>5        | K08202 | SLC22 (organic cation transporter),<br>member 4/5;                            |       | -1.22 |
| nve:NEMVE_<br>vlg164090  | K14611 | SLC23 (nucleobase transporter),<br>member 1/2                                 | 2.82  |       |
| nve:NEMVE_<br>vlg164090  | K14611 | SLC23 (nucleobase transporter),<br>member 1/2                                 | 3.23  |       |
| nve:NEMVE_<br>vlg196629  | K15116 | SLC25, member 33/36                                                           | 1.09  |       |
| nve:NEMVE_<br>vlg184535  | K15105 | SLC25 (mitochondrial<br>aspartate/glutamate transporter),<br>member 12/13     |       | -1.50 |
| nve:NEMVE_<br>vlg242628  | K15109 | SLC25 (mitochondrial<br>carnitine/acylcarnitine transporter),<br>member 20/29 |       | 5.38  |
| spu:588410               | K14684 | SLC25 (mitochondrial phosphate<br>transporter), member 23/24/25/41            | 1.52  |       |
| hmg:10020169<br>5        | K15107 | SLC25 (mitochondrial glutamate<br>transporter), member 18/22                  |       | -1.11 |
| nve:NEMVE_<br>vlg172833  | K14684 | SLC25 (mitochondrial phosphate<br>transporter), member 23/24/25/41;           |       | -1.42 |
| nve:NEMVE_<br>vlg236734  | K15119 | SLC25, member 39/40                                                           |       | 2.76  |
| hmg:10020387<br>8        | K15121 | SLC25, member 44;                                                             |       | -1.13 |
| tad:TRIADDR<br>AFT_60775 | K14708 | SLC26 (sodium-independent sulfate<br>anion transporter), member 11            | 1.26  | -1.26 |
| nve:NEMVE_<br>vlg98096   | K08745 | SLC27 (fatty acid transporter),<br>member 1/4                                 | 2.05  |       |
| tca:660540               | K08745 | SLC27 (fatty acid transporter),<br>member 1/4                                 |       | -1.06 |
| nve:NEMVE_<br>vlg212057  | K14210 | SLC3 (neutral and basic amino acid<br>transporter), member 1                  |       | -1.42 |
| nve:NEMVE_<br>vlg214632  | K15015 | SLC32 (vesicular inhibitory amino<br>acid transporter)                        | 1.29  | -1.47 |
| nve:NEMVE_<br>vlg96724   | K15015 | SLC32 (vesicular inhibitory amino<br>acid transporter)                        | 1.56  |       |
| nve:NEMVE_<br>vlg241391  | K15015 | SLC32 (vesicular inhibitory amino<br>acid transporter)                        | -1.31 | -1.73 |
| nve:NEMVE_<br>vlg96724   | K15015 | SLC32 (vesicular inhibitory amino<br>acid transporter)                        | -1.21 |       |
| nve:NEMVE_<br>vlg32113   | K14683 | SLC34 (sodium-dependent phosphate<br>cotransporter)                           |       | -1.86 |
| nve:NEMVE_<br>vlg191532  | K15272 | SLC35 (UDP-sugar transporter),<br>member A1/2/3                               | 1.08  |       |

|                           |        |                                                                                    |       |       |
|---------------------------|--------|------------------------------------------------------------------------------------|-------|-------|
| nve:NEMVE_<br>vlg214792   | K15272 | SLC35 (UDP-sugar transporter),<br>member A1/2/3                                    | 1.13  |       |
| nve:NEMVE_<br>vlg174894   | K15287 | SLC35, member F1/2                                                                 | 1.25  |       |
| acs:100552482             | K13783 | SLC37 (glycerol-3-phosphate<br>transporter), member 1/2                            |       | -1.22 |
| rno:500973                | K13783 | SLC37 (glycerol-3-phosphate<br>transporter), member 1/2                            |       | -1.11 |
| nve:NEMVE_<br>vlg83628    | K14996 | SLC38 (sodium-coupled neutral<br>amino acid transporter), member 10                |       | -1.46 |
| nve:NEMVE_<br>vlg192163   | K14709 | SLC39 (zinc transporter), member<br>1/2/3                                          | 1.39  |       |
| bfo:BRAFLD<br>RAFT_97943  | K14718 | SLC39 (zinc transporter), member 12;                                               | 1.71  |       |
| acs:100551962             | K14720 | SLC39 (zinc transporter), member 14                                                | 1.86  |       |
| aga:AgaP_AG<br>AP011388   | K14711 | SLC39 (zinc transporter), member 5                                                 | -1.44 |       |
| isc:IscW_ISC<br>W009278   | K13862 | SLC4 (sodium borate transporter),<br>member 11                                     | 2.54  | -1.37 |
| spu:579418                | K13862 | SLC4 (sodium borate transporter),<br>member 11                                     | 1.85  |       |
| nve:NEMVE_<br>vlg106713   | K13862 | SLC4 (sodium borate transporter),<br>member 11                                     |       | -1.46 |
| cin:100180760             | K15377 | SLC44 (choline transporter-like<br>protein), member 2/4/5                          | 1.26  | -1.50 |
| tad:TRIADDR<br>AFT_53446  | K15377 | SLC44 (choline transporter-like<br>protein), member 2/4/5                          | 1.90  |       |
| hmg:10021139<br>7         | K14613 | SLC46 (folate transporter), member<br>1/3                                          | -8.81 | 1.68  |
| nve:NEMVE_<br>vlg163024   | K14383 | SLC5 (sodium/myo-inositol<br>cotransporter), member 3                              | 1.58  |       |
| bfo:BRAFLD<br>RAFT_213839 | K14388 | SLC5 (sodium-coupled<br>monocarboxylate transporter),<br>member 8/12;              | 2.35  |       |
| oaa:10008505<br>5         | K14386 | SLC5 (sodium-dependent<br>multivitamin transporter), member 6;                     | 1.62  |       |
| rno:64522                 | K14382 | SLC5 (sodium/glucose cotransporter),<br>member 2                                   |       | -1.07 |
| mmu:246787                | K14382 | SLC5 (sodium/glucose cotransporter),<br>member 2                                   |       | -1.04 |
| nve:NEMVE_<br>vlg79785    | K05048 | SLC6 (neurotransmitter transporter,<br>amino acid/orphan) member<br>15/16/17/18/20 | 1.80  |       |

|              |        |                                     |      |       |       |
|--------------|--------|-------------------------------------|------|-------|-------|
| nve:NEMVE_   | K05034 | SLC6 (neurotransmitter transporter, | 1.23 | -1.39 | -2.86 |
| vlg236066    |        | GABA) member 1;                     |      |       |       |
| cqu:CpipJ_CP | K05037 | SLC6 (neurotransmitter transporter, | 1.90 |       | -1.37 |
| IJ007997     |        | serotonin) member 4                 |      |       |       |
| rno:64554    | K13864 | SLC7 (cationic amino acid           |      | -1.04 | -1.34 |
|              |        | transporter), member 2              |      |       |       |

---

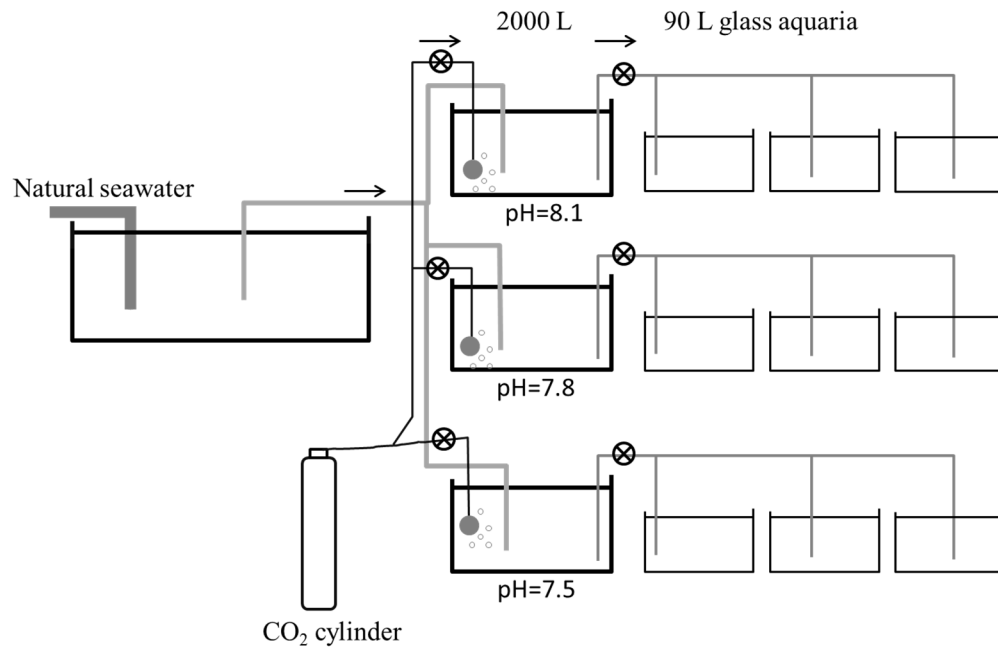

Fig. S1. Experimental design. Seawater from Sanya Bay was pumped through a pipeline into three 2000 L tanks. The natural seawater enriched with different  $p\text{CO}_2$  levels was redistributed into nine 90 L glass aquaria from these three 2000 L tanks. Larvae were incubated in each 90 L glass aquarium in three treatments of different  $p\text{CO}_2$  levels (390, 700, and 1200  $\mu\text{atm}$ ).

How the deposited data were processed for this re-analysis (not part of the article)

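RNA was sequenced from new recruits of A. gemmifera kept in the control, an intermediate CO2 and the high CO2 treatment, with 6 libraries per treatment and 18 in all. The authors removed adapters and low-quality reads, assembled the clean reads de novo into 34284 unigenes with Trinity, and mapped each library back to the unigenes. The mapping program, its version and its settings are not given in the sources used here. The authors deposited, for each unigene and library, a count of uniquely mapped reads without normalization. The authors also deposited RPKM values, the count divided by the unigene's length in kilobases and by the library's uniquely mapped reads in M (megareads). RPKM recomputed from the deposited counts matched the deposited RPKM within a relative difference of 1.55e-08. The table has 35 per-sample columns of counts and RPKM that were used and 19 further per-sample columns, which were not used. Annotations came from the deposited table, in which 12691 unigenes have a KEGG definition and 18421 a match in the nr protein database. They are matches to other species, and no genome was used.

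Libraries were grouped by the treatment in their labels. The paper sampled new recruits at 3 and 40 days, but the day of each library is not given in the sources used here, so each group mixes both ages. Each tank gave 1 sample per day, so the libraries of a treatment can stand for fewer tanks. All tests treat the libraries as independent. Comparisons within a day, as in the paper, were not run. In 1 high CO2 library the number in the label, 8, differs from that in the deposited table, 6, and this library was used without a number. Its counts were used as deposited, and its RPKM was computed from them in the same way. No libraries were duplicates: over 45 pairs within treatments, the chi-square statistic of their counts per degree of freedom was 3.36 to 35.8. The numbers in the labels were checked as pairs. Deviations from the treatment mean of libraries with the same number were correlated, with r of 0.256 to 0.484 in 5 pairs of high CO2 and control libraries, 0.315 to 0.516 in 6 pairs of intermediate CO2 and control, and 0.302 to 0.514 in 5 pairs of high and intermediate CO2. Libraries with different numbers ranged from -0.471 to 0.470, from -0.518 to 0.519 and from -0.532 to 0.505 in the same comparisons, so a shared number is not the only source of the correlation. The correlations are across unigenes, which are not independent replicates. As the correlation was positive in every pair, the numbers were treated as pairing the libraries in an alternative fit. That fit kept only libraries whose number occurs in both groups. For high CO2 against control this left 5 libraries per group, without control library 6 and the high CO2 library without a number. A weaker result with the block can therefore also come from the smaller number of libraries.

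The unit that had been assumed when the tests were chosen was RPKM with limma, with edgeR planned if the values were counts. Since counts were given, edgeR 4.0.16 in R 4.3.3 was used for the comparisons of the high CO2 and intermediate CO2 treatments with the control, with the quasi-likelihood test, TMM factors and edgeR's filter on low counts, and Benjamini-Hochberg adjustment. Only the libraries of both groups entered a fit. A unigene was called at an adjusted p below 0.005 and a log2 fold change beyond 1, the threshold of the paper's methods. The paper's tables used 0.0001, which was an alternative. Gene lists were tested with fry of limma 3.58.1 on log2(RPKM + 0.5) for unigenes with a mean RPKM of at least 0.5, adjusted over 8 lists. Fold changes on that scale understate the changes of unigenes with low values. Single unigenes were also compared by an exact permutation test of the difference in means of log2(RPKM + 0.5), in which 924 assignments of 6 against 6 libraries allow a smallest p of 0.0022. Alternatives included pseudocounts of 0.1 and 1, no filter, a filter at a mean RPKM of 5, median scaling, quantile normalization, all 18 libraries in a single fit, the first principal component of the residuals as a covariate, the replicate number as a block, the exact Wilcoxon test, DESeq2 1.42.0, and each library left out in turn. Those that concern pseudocounts, median scaling and quantile normalization were run with limma on the RPKM scale.

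Counts were simulated for 20106 unigenes with the unigenes' means and the libraries' depths, and 200 were changed by a log2 fold change of 2. The changed unigenes were drawn only from those above a floor on mean reads. At the paper's threshold edgeR recovered 181 (90.5%) with 0 false calls, and DESeq2 recovered 190 (95%) with 6 false calls. With the first principal component as a covariate edgeR recovered 178 (89%), and with the replicate block 139 (69.5%) with 2 false calls among 20045 unigenes. Limma recovered 177 (88.5%) among 20956, and the exact Wilcoxon test 0, which cannot reach the threshold with 6 against 6 libraries. The simulated noise was independent between libraries, so the covariate and the block had no difference between sets of libraries to take up. The simulated change was also larger than that of most named unigenes. The recovery therefore does not give the power of the real comparison, nor does it rank the methods for it.

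Depth was 4.30 to 6.89 M uniquely mapped reads per library, and 32601 to 33563 unigenes had at least 1 read. The common biological coefficient of variation was 0.303 for high CO2 against control. Unigenes with few reads were left out by the filter, among them several entries of the paper's tables, whose levels are given without a value of the main edgeR fit. The rule for named unigenes was fixed before the data were examined, as were the tests and the main alternatives. It named every gene of Tables 1 to 3, matched by KEGG entry or by annotation, as the unigene with the highest mean RPKM where several matched, and the called unigenes with the largest changes without overlap between groups and a mean RPKM of at least 1. The values in the paper's tables had been seen by then. Unigenes added after the annotation or their values were seen are described as such where they appear. Acid-rich proteins could not be matched by annotation and were not analysed here.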

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

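The tests on scaling for single libraries, on library totals and on a graded response were chosen after the results were seen, and the tests on other splits of the libraries and on the other contig were planned, although a smaller draw of splits had been seen before the 100 used here.

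CL2929.Contig2_Ag, which the paper does not report on, was the unigene called between high CO2 and control, with a log2 fold change of 4.17 (edgeR adjusted p = 0.00481, higher in 6 of 6 libraries). Its reads rose from 3.17 to 57.2 on average, a ratio of 18.1, while mean library totals differed by a ratio of 1.09, so larger libraries under high CO2 do not account for it. Of 100 splits of the same 12 libraries into groups of 6, only the real one gave as many calls (1 of 100), which argues against chance. In the intermediate treatment the unigene had 15.3 ± 6.68 reads (SD, n = 6 libraries), above the control (exact permutation test, two-sided, p = 0.0043) and below high CO2 (p = 0.0022). The larger of both, 0.0043, is what a response that grows with CO2 would give, and this remains a hypothesis from the libraries on which it was found. What stays open is a passage of reads from CL2929.Contig1_Ag, of 1777 bases, annotated as similar to a prostate stem cell antigen precursor. That contig had 4929 ± 908 reads (SD, n = 6) in the control and 6998 ± 791 (SD, n = 6) under high CO2, a log2 fold change of 0.54 (standard error 0.18, adjusted p = 0.0819). The rise of CL2929.Contig2_Ag and a shift of reads within the cluster cannot be told apart, because a small share of the reads of CL2929.Contig1_Ag would be enough. A difference in age was not tested, because the day of each library is not given. If these are the libraries of the paper's Table S1, which has 3 of each age in both treatments, age alone would not part all 6 control from all 6 high CO2 libraries.

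In 81 groups of 6 libraries of named unigenes, 6 had 1 library far from the others, where chance alone gives about 1 in 20. BAG3 (Unigene7115_Ag) had 71.8 RPKM in control library 6 and 6.09 to 18.1 in the other 5, with 308 reads against 29 to 79. High values of BAG3 were not peculiar to this library. Intermediate CO2 library 4 had 68.2 RPKM against 2.87 to 12.9 in the others of its treatment. High CO2 libraries 3 and 5 had 55.0 and 41.9 against 5.67 to 12.6. Collagen XII (Unigene5436_Ag) had 17.9 RPKM in control library 6 and 7.03 to 10.4 in the other 5. After division by the TMM factors, the gap to the nearest library was still 0.799 and 0.784 of the range, above the 95% limit of Dixon's test for 6 libraries, so the scaling to uniquely mapped reads does not account for either. No other technical explanation was tested, and neither was a biological one.

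The other 4 were in control library 4, which has the fewest uniquely mapped reads, 4.30 M, and a TMM factor of 1.20 over all 18 libraries. SLC9 member 3 (Unigene7796_Ag) had 14.7 RPKM there and 6.37 to 9.34 in the other control libraries, SLC24 member 4 (CL3693.Contig4_Ag) had 4.32 against 0.60 to 1.87, the carbonic anhydrase Unigene13969_Ag had 792 against 246 to 415, and the plasma membrane Ca2+ ATPase Unigene3804_Ag had 44.6 against 29.2 to 34.9. Division by the TMM factors brought the gap of Unigene3804_Ag to 0.297 of the range, below the limit, so that the scaling of this library is a candidate explanation for it. For the other 3 the gaps were still 0.670, 0.643 and 0.667, which argues against scaling as the whole cause. In reads, without any scaling, Unigene13969_Ag had 4871 in control library 4 and 2099 to 3235 in the others. No biological explanation was tested. With 3 control libraries of each age, as in the paper's Table S1, age alone would not set a single library apart. Without control library 4, the log2 fold change of Unigene13969_Ag was -0.35.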

How the results depend on the processing

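Among the alternatives, limma with a pseudocount of 0.5, library totals without TMM, an adjusted p below 0.05 together with a log2 fold change beyond 1, the comparison of high with intermediate CO2, DESeq2 for single unigenes, and the unigenes chosen by E-value, orthology number or value were added after the data were seen. The others were set before the data were examined. Day-resolved comparisons were planned only if the deposited columns carried the paper's sample identifiers, and were not run. Alternatives on pseudocounts, median scaling and quantile normalization were worded for RPKM values and were run with limma.

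The number of unigenes called between high CO2 and control, 1 with edgeR, was not stable. It was 0 at an adjusted p below 0.0001, 0 with limma at pseudocounts of 0.1, 0.5 and 1, 0 with limma after median scaling or quantile normalization, 0 with a mean RPKM of at least 5, 0 with library totals without TMM and 0 with the exact Wilcoxon test. The Wilcoxon test cannot reach the threshold with 6 libraries per group, and 4429 unigenes had an unadjusted p below 0.05. With limma the unigenes at an unadjusted p below 0.05 numbered 6822, 7007 and 7052 for pseudocounts of 0.1, 0.5 and 1, 6782 after median scaling and 6556 after quantile normalization. They numbered 4816 with a mean RPKM of at least 5 and 5023 with library totals. The number called was 2 without a filter (both higher), 4 with the replicate block (3 higher and 1 lower), 60 with all 18 libraries in a single fit (35 higher and 25 lower), 188 with DESeq2 (99 and 89), 211 with the first principal component as a covariate (106 and 105), 323 at an adjusted p below 0.05 with a log2 fold change beyond 1 (149 and 174), and 1088 at an adjusted p below 0.05 without a fold change limit (604 and 484). The causes were not tested. DESeq2's 188 all had an edgeR adjusted p between 0.00481 and 0.0429, and 144 of them were also among the 211. With single libraries left out the number ranged from 0 to 4. It was 0 without control library 1, 2, 3 or 4, high CO2 library 1, 2 or 3 or the high CO2 library without a number, 4 without control library 5 and 2 without high CO2 library 4. The number at an adjusted p below 0.05 went from 106 without control library 2 to 2370 without high CO2 library 5.

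Under intermediate CO2, edgeR, limma, DESeq2 and the exact Wilcoxon test each called 0 of the unigenes tested in every setting run, with 705 to 2031 at an unadjusted p below 0.05 (946 with edgeR, 839 with DESeq2). Between high and intermediate CO2 edgeR called 0, with 4150 at an unadjusted p below 0.05, while DESeq2 called 86 (40 higher and 46 lower). At an adjusted p below 0.05, edgeR gave 187 without a fold change limit and 90 with a log2 fold change beyond 1. The cause was not tested.

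For 33 named unigenes, 662 values under alternatives were computed, of which 513 kept direction and side of an adjusted p of 0.05, 98 passed above it, 11 passed below it and 40 changed sign. The sign never changed for 25 unigenes. Of the 10 at an adjusted p below 0.05, 1, CL2929.Contig2_Ag, stayed below it in these fits, which do not include the exact Wilcoxon test. The sign changes were those of 8 unigenes with small fold changes relative to their errors, and the cause was not tested. Some came with limma on the deposited RPKM scale or with library totals. There the median of all unigenes was -0.18 and -0.15, so these changes do not by themselves show instability of a unigene. BCL-2 was 0.082 with the replicate block and -0.28 to 0.099 with single libraries left out. BAG3 was -0.075, -0.070 and -0.064 with limma at pseudocounts of 0.1, 0.5 and 1, -0.038 with library totals, and -0.45 to 0.94 with single libraries left out. The plasma membrane Ca2+ ATPase CL349.Contig1_Ag was -0.073, -0.072 and -0.072 with limma at these pseudocounts and -0.079 with library totals, and the unigene with the paper's E-value had -0.62. SLC24 member 4 (Unigene8764_Ag) was -0.37, -0.30 and -0.25 with limma at pseudocounts of 0.1, 0.5 and 1, -0.13 after median scaling, -0.014 with the first principal component, -0.036 with library totals, -1.27 for the unigene with the paper's E-value, and -0.20 to 0.29 with single libraries left out. Leaving out single libraries moved caspase-8 from -0.13 to 0.023, SLC4 member 3 from -0.45 to 0.044, SLC4 member 10 from -0.24 to 0.085 and the actin-binding protein IPP from -0.066 to 0.23. IPP was -0.041 with library totals.

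Among the gene lists, the median of Table 1 was 0.052 after median scaling. That of Table 2 was -0.42 with camera (adjusted p = 0.156) and -0.42 with the replicate block (fry, 0.0857). It ranged from -0.59 to -0.37 with single libraries left out, passing 0.05 without control library 3, 4 or 5, high CO2 library 3 or the high CO2 library without a number (0.0503 to 0.0579). That of Table 3 was -0.25 after median scaling (0.0520), -0.43 with camera (0.156) and -0.51 with the block (0.0564). The SLC list of Tables 2 and S2 (fry, 0.0567) passed below 0.05 after median scaling (-0.24, 0.0320), with camera (-0.42, 0.0051), with the first principal component (-0.42, 0.0019) and with the block (-0.42, 0.0091). With single libraries left out its median was -0.52 to -0.34, below 0.05 without high CO2 library 4 (0.0236) or 5 (0.0266). All SLC unigenes passed below 0.05 with the first principal component (-0.27, 0.0043), with the block (-0.27, 0.0091) and without high CO2 library 4 (0.0316) or 5 (0.0457), with medians of -0.32 to -0.18 over the libraries left out. Without the unigenes of Tables 2 and S2, removed after the values were seen, the median was -0.15 (0.138). The carbonic anhydrases had a median of 0.031 after median scaling and -0.33 to 0.0075 with single libraries left out. The galaxins had 0.029 with a pseudocount of 1, 0.17 after median scaling, 0.076 with the block, and -0.60 to 0.37 with single libraries left out. The causes were not tested, apart from median scaling, which by its construction moves each list by the shift of all unigenes, -0.18. Of these lists, fry and camera both passed 0.05 for none at the deposited scale. The replicate block changed no other list to the other side of 0.05.

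Depth limits the entries with few reads. SLC4 member 2, SLC15 member 1, thrombospondin, cadherin 23, CELSR2 and collagens IV and VI had at most 11.7 reads per library on average and were left out by edgeR's filter in the main fit.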

Differences from the paper's values

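All comparisons with limma at a pseudocount of 0.5, with library totals, with DESeq2 for single unigenes or with unigenes chosen by E-value were added after the values were seen. The groups here are wider than the paper's, since both ages are mixed, while the paper compared high CO2 with the control at 3 days (H1 vs C1) and at 40 days (H2 vs C2). This is a limit of the comparison, and causes were not tested. A log2 fold change counts as near the paper's where it has the same sign and differs from it by no more than the SD between libraries on the log2 scale, which can be wide.

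The paper gives 3% of transcripts as differentially expressed, and here it was 0.00477% of the unigenes tested. No alternative set before the data were examined came within 1.5 times of the paper's value. The nearest were 5.19% at an adjusted p below 0.05 without a fold change limit, 1.01% with the first principal component as a covariate and 0.897% with DESeq2. An adjusted p below 0.05 with a log2 fold change beyond 1, chosen after the values were seen, gave 1.54%.

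For the apoptosis genes, the paper's log2 fold changes of BCL-2 are -2.64 (H1 vs C1) and -5.83 (H2 vs C2), and here it was -0.11. For BAG3 the paper's is -2.51 (H2 vs C2), against 0.17 here. For caspase-3 the paper's is -1.32 (H1 vs C1), against 0.23, and for caspase-8 the paper's are -3.42 and -2.51, against -0.023. None of the alternatives set before the data were examined brought any of these 4 within the SD of the paper's value.

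Among the ion transporters, the paper's log2 fold changes of SLC4 member 10 are -1.93 and -1.61, against -0.075 here. For SLC9 member 3 the paper's is -1.78 (H1 vs C1), against -0.74, and another unigene with the same KEGG entry, Unigene22101_Ag, had -1.03. For the plasma membrane Ca2+ ATPase the paper's are -1.00 and -1.04, against 0.078. The unigene with the paper's E-value, Unigene3804_Ag, chosen after seeing the data, had -0.62 with edgeR, outside its SD of 0.288. Its difference in mean log2(RPKM + 0.5) was -0.765, within that SD, on a scale where the median of all unigenes was -0.18. For SLC8 the paper's are -1.61 and -1.44, against -0.57, and for SLC24 member 2 the paper's are -3.42 and -3.51, against -0.48. None of the alternatives set before the data were examined closed these differences for the unigenes named by the rule. For SLC24 member 4 the paper's is -1.34 (H1 vs C1), against 0.065. Of the alternatives set before the data were examined, limma with a pseudocount of 0.1 (-0.37) fell within the SD, a wide one of 1.05, and the others did not. Chosen after seeing the values, limma with a pseudocount of 0.5 (-0.30) and the unigene with the paper's E-value (CL3693.Contig4_Ag, -1.27) did too.

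Among the skeletal organic matrix genes, the paper's value for the first CELSR1 entry is -1.51 (H1 vs C1), against -0.63, and for actin -1.07, against -0.21. No alternative set before the data were examined closed either difference. For collagen I/II/III/V/XI the paper's are -1.06 and -1.05, against -0.70. Of the alternatives set before the data were examined, limma with pseudocounts of 0.1 (-0.79) and 1 (-0.77) and the fits without control library 4 (-0.80) or 5 (-0.81) fell within the SD, and the others did not. Limma with a pseudocount of 0.5 (-0.78) and library totals (-0.82), chosen after seeing the values, did too. For collagen XII the paper's is -1.29 (H1 vs C1), against -0.29. Of the alternatives set before the data were examined, limma with a pseudocount of 0.1 (-0.59) and the fit without high CO2 library 5 (-0.56) fell within the SD, and the others did not.

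Of the entries that edgeR's filter left out, the second CELSR1 entry is -1.42 and -1.63 in the paper and was -1.89 to -1.32 in the fits that kept it, and collagen IV is -3.90 and -1.05 in the paper and was -1.48 in the fit that kept it. In the same way, cadherin 23 is 1.30 (H1 vs C1) in the paper and was -0.57 to -0.22, CELSR2 is -1.95 (H1 vs C1) and was -0.45 to -0.12, thrombospondin is -1.63 (H2 vs C2) and was -0.48 to -0.19, and collagen VI is 1.95 (H2 vs C2) and was 0.34 to 1.00.

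The paper gives 20 of the 26 entries of Tables 1 to 3 a fold change between high CO2 and control at 3 or 40 days, and the other 6 only between ages. Of the unigenes named for these 20, edgeR tested 14, called 0 at the paper's threshold and had 4 at an unadjusted p below 0.05. Limma, DESeq2 and the exact Wilcoxon test called 0 as well. DESeq2 called another SLC8 unigene, Unigene20417_Ag (log2 fold change -1.04, adjusted p = 0.0026), and a unigene with the orthology number of SLC4 member 10, Unigene1552_Ag (-1.19, 0.0032). The first was chosen after its values were seen and the second after the annotation was seen, and DESeq2 left all unigenes named for the entries uncalled.

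The paper states that galaxin fell after 3 days of high CO2. Here the direction of the galaxin unigenes depended on the scale. Of 11 on the deposited RPKM scale, 5 were higher and 6 lower under high CO2 (median log2 fold change -0.0048), and after median scaling 8 were higher and 3 lower (0.17). Of 9 tested with edgeR, 8 were higher and 1 lower, and 1 had an unadjusted p below 0.05. The paper states that heat shock proteins were not differentially expressed. EdgeR called none, while DESeq2 called 1, CL2763.Contig2_Ag, higher under high CO2 by a log2 fold change of 1.04 (adjusted p = 0.0016), which was chosen after its values were seen. The paper's text gives 12367906 reads in total. In the paper's Table S1 that is the number for its first control sample alone, and the 12 samples sum to 144845328.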

Other observations

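The tests on median scaling, on splits that part the pairs for the intermediate treatment, and the comparison of high with intermediate CO2 were chosen after the results were seen. So was the size of the correlation below which the test on a shared response was taken as undecided, and a smaller draw of random splits had been seen before the 100 used here. The other tests below were planned.

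For the number of unigenes that differ between high CO2 and control at an adjusted p below 0.05, other splits of the libraries argue against chance. Of 100 splits of the 12 libraries into groups of 6, the real split included, 1 gave as many unigenes at an edgeR adjusted p below 0.05 as the real one (1088), the real one itself, and the next largest gave 1. Since the numbers were treated as pairs, the real split was also compared with the 32 splits that part the 5 pairs. There, the real split alone reached its own count with DESeq2 (188 called, next 83), with the first principal component as a covariate (211 called, next 133) and with edgeR at an adjusted p below 0.05 (1088, next 673), that is 1 of 32 in each, the smallest share these splits can give. At an unadjusted p below 0.05 the real split was also the largest of the 100, with 5306, but the next gave 5249. Many of the 100 splits put both libraries of a pair in the same group, unlike the treatments. No split can tell an effect of CO2 from another difference between the treatments' tanks.

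The intermediate CO2 libraries, which the paper does not report on, had 0 unigenes called against the control with edgeR, 946 at an unadjusted p below 0.05 and 839 with DESeq2, which also called 0. Of 100 splits of these 12 libraries, 29 gave at least 946, so by them chance cannot be excluded. The largest other split gave 5090 and the median was 760. These splits put both libraries of some pairs in the same group. Among the 32 that part the 6 pairs, as the treatments do, the real one gave the most (1 of 32, next 898, median 490). The comparisons differ, the second was chosen after the results were seen, and no unigene had an adjusted p below 0.05, so whether chance can be excluded is left open. A biological explanation, such as a threshold in CO2, was not tested.

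High and intermediate CO2 could share a response of different size. To avoid shared control libraries, changes were computed on disjoint sets of numbers and correlated over 22970 unigenes, which are not independent replicates. High CO2 (numbers 1, 3 and 5) and intermediate CO2 (2, 4 and 6) had r = 0.314, and high CO2 (2 and 4) and intermediate CO2 (1, 3 and 5) had r = 0.082. Between its own sets, high CO2 had r = 0.611 and intermediate CO2 r = 0.193. With values as far apart as 0.314 and 0.082, a shared response and none cannot be told apart in these libraries.

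On the deposited RPKM scale, 73.0% of the unigenes at an adjusted p below 0.05 (limma) were lower under high CO2. After median scaling it was 39.7%, but that scaling centres all unigenes and had to move the balance. The median shift of all unigenes before it was -0.18. With the 50 most abundant unigenes left out of the library totals the shift was still -0.17. These 50 took 24.9% ± 3.47 (SD, n = 6 libraries) of the reads in the control and 26.1% ± 2.01 (SD, n = 6) under high CO2. A few abundant unigenes taking more reads therefore do not account for it. A shift of the scale and a fall in the RNA of most genes cannot be told apart, because no value here separates them.

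The 323 unigenes at an adjusted p below 0.05 and a log2 fold change beyond 1 were compared with 10000 random sets matched on abundance in 20 bins. Of the 323, 31.0% were contigs of a cluster, against a median of 20.7% in random sets (16.4% to 25.1%), at percentile 100. Their median length was 557 bases against 700 (645 to 759), at percentile 0. Reads split between similar contigs, and short unigenes, could therefore contribute to these large changes. A biological reason for which genes change was not tested.

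The first principal component of all libraries took 40.4% of the variance and the second 15.2%. On the first, control libraries 1 to 6 had -43.8, -45.1, -45.0, 51.0, 48.8 and 54.0, high CO2 libraries 1 to 5 had -50.6, -65.9, -62.2, 37.7 and 54.9 and the one without a number 41.9, and intermediate CO2 libraries 1 to 6 had -50.3, -49.7, -41.9, 52.4, 57.0 and 56.8. Within every treatment, the libraries numbered 1 to 3 are below 0 and the other 3 above. The libraries were not grouped by these values, and no explanation was tested, age included.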
